# Transcriptional profiling provides insights into metronomic cyclophosphamide-activated, innate immune-dependent regression of brain tumor xenografts

**DOI:** 10.1186/s12885-015-1358-y

**Published:** 2015-05-08

**Authors:** Joshua C Doloff, David J Waxman

**Keywords:** Immunogenic chemotherapy, Microarray, Mouse tumor models, U251 glioblastoma, Innate immunity

## Abstract

**Background:**

Cyclophosphamide treatment on a six-day repeating metronomic schedule induces a dramatic, innate immune cell-dependent regression of implanted gliomas. However, little is known about the underlying mechanisms whereby metronomic cyclophosphamide induces innate immune cell mobilization and recruitment, or about the role of DNA damage and cell stress response pathways in eliciting the immune responses linked to tumor regression.

**Methods:**

Untreated and metronomic cyclophosphamide-treated human U251 glioblastoma xenografts were analyzed on human microarrays at two treatment time points to identify responsive tumor cell-specific factors and their upstream regulators. Mouse microarray analysis across two glioma models (human U251, rat 9L) was used to identify host factors and gene networks that contribute to the observed immune and tumor regression responses.

**Results:**

Metronomic cyclophosphamide increased expression of tumor cell-derived DNA damage, cell stress, and cell death genes, which may facilitate innate immune activation. Increased expression of many host (mouse) immune networks was also seen in both tumor models, including complement components, toll-like receptors, interferons, and cytolysis pathways. Key upstream regulators activated by metronomic cyclophosphamide include members of the interferon, toll-like receptor, inflammatory response, and PPAR signaling pathways, whose activation may contribute to anti-tumor immunity. Many upstream regulators inhibited by metronomic cyclophosphamide, including hypoxia-inducible factors and MAP kinases, have glioma-promoting activity; their inhibition may contribute to the therapeutic effectiveness of the six-day repeating metronomic cyclophosphamide schedule.

**Conclusions:**

Large numbers of responsive cytokines, chemokines and immune regulatory genes linked to innate immune cell recruitment and tumor regression were identified, as were several immunosuppressive factors that may contribute to the observed escape of some tumors from metronomic CPA-induced, immune-based regression. These factors may include useful biomarkers that facilitate discovery of clinically effective immunogenic metronomic drugs and treatment schedules, and the selection of patients most likely to be responsive to immunogenic drug scheduling.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12885-015-1358-y) contains supplementary material, which is available to authorized users.

## Background

Metronomic chemotherapy utilizes drug dosages that are lower, and are given at regular, more frequent intervals than conventional maximum tolerated dose regimens, without extended rest periods [1-4]. Clinical trials of metronomic therapy commonly use cyclophosphamide (CPA; 43% of all such trials) [5], which is typically given on a low dose daily schedule [6,7]. Low dose daily metronomic dosing has shown promise in terms of improved therapeutic activity and reduced host toxicity compared to maximum tolerated dose chemotherapy, however, large randomized trials are required to definitively establish its therapeutic advantages. Metronomic dosing is widely thought to act by an anti-angiogenic mechanism [1,8], reflecting the preferential sensitivity of tumor endothelial cells to low doses of CPA and several other cytotoxics [9]. However, there is increasing evidence for important effects of metronomic chemotherapy on other tumor-associated cells, in particular immune cells [3,10].

Innate immunity, rather than anti-angiogenesis, can be a key mechanism leading to major regression by metronomic chemotherapy of some large, established tumors [11], as seen in work from this laboratory in implanted brain tumor models when CPA is delivered using an intermittent (every 6-day) metronomic schedule [12-15]. Macrophages, natural killer cells and dendritic cells and other bone marrow-derived innate immune cells were increased in both 9L and U251 gliomas implanted in adaptive immune (T cell and B cell)-deficient *scid* mice. Similar responses were achieved in immunocompetent mice, where syngeneic GL261 gliomas can be completely regressed by metronomic CPA delivered on a 6-day schedule [12,16]. Several cytokines and chemokines associated with mobilizing innate immune response cells [17,18] were also identified in these models of metronomic CPA-induced regression, including CXCL14, IL-12β, and CXCL12/SDF1α. In contrast, when the 6-day repeating metronomic CPA treatment was tested in NOD-scid-gamma mice, which unlike *scid* mice, have deficiencies in the innate immune system [19,20], tumor growth delay with eventual stasis, but not tumor regression, was achieved [12].

Intermittent metronomic CPA treatment preferentially eliminates immunosuppressive CD11b^+^Gr1^+^ myeloid-derived suppressor cells (MDSCs) from bone marrow and spleen of glioma-bearing mice [14]. Tumor regression in our glioma models is not, however, a secondary response to the relief of innate MDSC suppression of innate NK cells [21] or to the adaptive Treg cell-based suppression of innate and adaptive cytotoxic lymphocytes reported for other metronomic regimens [22-24]. Rather, it is a direct consequence of the mobilization of innate immune cells and their recruitment to and infiltration of the chemotherapy-damaged tumors. Further supporting the essential role of the innate immune system, NK cell depletion by anti-asialo-GM1 antibody treatment increases tumor take rates and stimulates tumor growth in various human and mouse tumor models, including allogeneic YAC-1 tumors, which do not grow without NK depletion [25], and renders the regression of implanted GL261 gliomas incomplete following metronomic CPA treatment [12,16]. Withdrawal of anti-asialo-GM1 antibody treatment while continuing the every 6-day metronomic CPA regimen led to repopulation of the tumors by NK cells and resumption of tumor regression [12].

The mechanisms by which metronomic CPA activates and mobilizes anti-tumor innate immune cells and then recruits them to the drug-treated tumors are unknown. These mechanisms could involve tumor cell death and DNA damage or cell stress response pathways that activate a targeted immune response resulting in tumor clearance. Further, predictive factors of response have been elusive, making it difficult to optimize the dose and frequency of metronomic drug treatment [4,5,7,26] or to predict which tumors (and which patients) are likely to be responsive to immunogenic metronomic scheduling, and which ones are not [27]. To address these issues, we carried out genome-wide transcriptional profiling of untreated and metronomic CPA-treated human U251 tumor xenografts using human microarrays. This enabled us to identify tumor cell-specific factors that may elicit anti-tumor innate immunity. It also allowed us to characterize in a comprehensive and unbiased manner the anti-tumor innate immune response, including immune-based signaling pathways important for activating and mobilizing a targeted immune response. We also conducted transcriptional profiling of metronomic CPA-treated rat 9L and human U251 tumor xenografts using mouse microarrays. We could thus validate metronomic CPA-responsive mouse genes whose expression was previously found to be altered in the tumor compartment [12-16], as well as identify many previously unidentified host immune factors, cell types, and signaling molecules important for immune recruitment and tumor regression. Together, these findings elucidate metronomic CPA-responsive gene networks and their upstream regulators, and provide important insights into how intermittent metronomic CPA scheduling activates potent anti-tumor innate immunity leading to prolonged tumor regression.

## Methods

### Cell lines and reagents

CPA monohydrate was purchased from Sigma Chemical Co. (St. Louis, MO). Fetal bovine serum (FBS) and cell culture media were purchased from Invitrogen-Life Technologies (Carlsbad, CA). Glioma cell lines were authenticated by and obtained from the following sources: human U251 glioblastoma from the Developmental Therapeutics Program Tumor Repository (National Cancer Institute, Frederick, MD), and rat 9L gliosarcoma from the Neurosurgery Tissue Bank (UCSF, San Francisco, CA). Cells were grown at 37°C in a humidified, 5% CO_2_ atmosphere; U251 cells were grown in RPMI 1640 and 9L in DMEM culture medium, both of which contained 10% FBS, 100 units/ml penicillin and 100 μg/ml streptomycin.

### Tumor xenografts

Male ICR/Fox Chase immune deficient *scid* mice 5–6 weeks old (24–26 g) (Taconic Farms, Germantown, NY) were housed in the Boston University Laboratory of Animal Care Facility. Animals were treated using protocols specifically reviewed for ethics and approved by the Boston University Animal Care and Use Committee. 9L cells (4 × 10^6^) or U251 cells (6 × 10^6^) were injected *s.c.* on each posterior flank in 0.2 ml serum-free DMEM using a 0.5-inch 29-gauge needle and a 1 ml insulin syringe. Tumor areas (length × width) were measured twice weekly using Vernier calipers (VWR, Cat. #62379-531) and tumor volumes were calculated based on Vol = (π/6)*(L*W)^3/2^. Tumors were monitored and treatment groups were normalized (each tumor volume set to 100%) once average tumor volumes reached ~500 mm^3^. Mice were treated with CPA monohydrate on an intermittent metronomic schedule by i.p. injection at 140 mg CPA/kg body weight (BW) every 6 days [11], with the dose reported here based on the non-hydrate molecular weight of 261. Tumor sizes and mouse body weights were measured at least twice weekly. Tumor growth rates prior to drug treatment were similar among all normalized groups. CPA-treated tumors were collected 6 days after either the 2^nd^ or the 3^rd^ CPA treatment cycle (U251 tumors) or 6 days after the 4^th^ treatment cycle (9L tumors), i.e., treatment days 12, 18 and 24, respectively. Drug-free control tumors were collected on days 6, 12, and 18 (U251) and on days 0 and 10 (9L), where day 0 is the first day of drug treatment.

### RNA processing and microarray analysis

Total RNA was extracted from tumor tissue using TRIzol (Invitrogen). Only high quality RNA was used in this study, as determined by Agilent Bioanalyzer (RIN value 8 or higher using Agilent Nano-Lab Chip Kit; Agilent Technologies, Santa Clara, CA). Randomized RNA pools (two independent pools per treatment group; biological replicates) were generated for both untreated and metronomic CPA-treated tumor samples by randomly distributing tumor RNA samples into pools, with each pool comprised of the following: 7–8 untreated 9L tumor RNAs (pools JD1, JD2), 4 CPA-treated 9L tumor RNAs collected 6 days after the 4^th^ CPA treatment (pools JD3, JD4), 8 untreated U251 tumor RNAs (pools JD5, JD6), 6–7 CPA-treated U251 tumor RNAs collected 6 days after the 2^nd^ CPA injection (pools JD9, JD10), or collected 6 days after the 3^rd^ CPA injection (pools JD7, JD8). Each pool was prepared by combining equal amounts of RNA from each of the individual tumors comprising the pool, to give a total of 7.5 μg tumor RNA. RNA concentrations were determined for each pool by Nanodrop analysis (Thermo Fisher Scientific Inc., Waltham, MA) and the RNA quality (RIN number) was reconfirmed by Bioanalyzer analysis. Tumor RNA pools were used in a total of 10 two-color, metronomic CPA-treated vs. untreated control tumor hybridization microarrays by pairing the following pools: JD1 with JD3, and JD2 with JD4 (9L tumors; comparison A); JD5 with JD9, and JD6 with JD10 (U251 tumors; comparison B); JD5 with JD7, and JD6 with JD8 (U251 tumors; comparison C). Alexa 555-labeled and Alexa 647-labeled amplified RNA samples were hybridized to Agilent Whole Mouse Genome oligonucleotide microarrays (4 × 44 K platform (version 2) (Agilent Technology; platform GPL10333, array design #026655, containing 39,429 unique probes) for 9L tumors (comparison A, above) and U251 tumors (comparisons B and C, above) to probe for changes in expression of host cell (mouse) RNAs. The same U251 tumor RNA pools (comparisons B and C, above) were also analyzed on Agilent Whole Human Genome oligonucleotide microarrays (4 × 44 K platform, version 2; platform GPL10332, array design #026652, containing 34,127 unique probes) to probe for changes in expression of (human) tumor RNAs. Biological replicates were analyzed with dye swaps to eliminate dye bias, as described elsewhere [28,29], giving a total of 6 mouse arrays and 4 human arrays.

### Microarray data and statistical analysis

Analysis of TIFF images of each scanned slide using Agilent’s feature extraction software, calculation of linear and LOWESS normalized expression ratios and initial data analysis and *p-*value calculation using Rosetta Resolver (version 5.1, Rosetta Biosoftware, Seattle, WA) [30]) were carried out by Dr. Alan Dombkowsky at the Wayne State University microarray facility (Detroit, MI) as described [28,31]. The Rosetta error model provides a gene-specific estimate of error by incorporating two elements: a technology-specific estimate of error and an error estimate derived from replicate arrays [30]. The technology-specific component utilizes an intensity-dependent model of error derived from numerous self-self hybridizations. By including the technology-specific estimate, the Rosetta error model avoids false positives that occur from under-estimation of error when a small number of replicate arrays are available, thus increasing the statistical power equivalent to that which would be obtained with at least one additional replicate. Furthermore, a log-ratio error estimate was derived in the Rosetta error model from the individual error estimates of each sample (color) used in the co-hybridization. Then, for each feature an average log ratio and associated *p*-value was obtained from replicate measurements (arrays) using the Rosetta error model error-weighted averaging method, which weighs the ratio of each sample inversely proportional to the variance of that sample. This gives an averaged ratio with the smallest possible error. The Rosetta error model has superior accuracy in detecting and quantifying relative gene expression when compared to other statistical methods commonly used in microarray analysis, as shown by validation with spike-in experiments [32]. The full set of normalized expression ratios and p-values is available at the Gene Expression Omnibus web site (http://www.ncbi.nlm.nih.gov/geo) as GEO series GSE60864, GSE60866, and GSE60867 (GEO SuperSeries GSE60913). For analyses, both human- and mouse array-derived gene lists were generated based on |fold change| > 1.5 and p-value < 10^−4^; these cutoff values balanced the need to minimize false positives while maximizing microarray signal:noise. To determine microarray probe species specificity, the complete sets of human and mouse microarray probes (60 nt each) were analyzed by BLAT [33] in comparison to human and mouse genome sequences (hg19 and mm9) and RefmRNA and mRNA sequences downloaded from the UCSC genome browser. A high degree of species specificity was apparent: 91.3% of the human microarray probes matched human RefmRNA or mRNA sequences (‘match’ defined as sequence identity (match score) of ≥ 50 nt of the 60 nt microarray probe), while only 10.2% matched mouse RNA sequences. Similarly, 90.3% of the mouse array probes matched mouse RefmRNA and mRNA sequences (match score ≥ 50 nt), while only 9.9% matched human RNA sequences.

### Gene ontology and upstream regulator analysis

The DAVID annotation tool [34] was used to analyze sets of metronomic CPA-responsive genes identified at each time point and in each tumor model to discover functional gene clusters, based on gene ontology and other gene annotations, that show significant enrichment (enrichment score ≥1.3, equivalent to p ≤ 0.05). The upstream pathway analysis module of Ingenuity Pathway Analysis (IPA) (Build 320386 M, Version 21249400) was used to calculate upstream regulator enrichments and to determine whether the regulators identified are either in an activated or an inhibited state [35]. Overlap p-values were calculated by IPA using Fisher’s Exact Test to determine the likelihood that the putative upstream regulator is in fact an upstream regulator, based on the significance of the overlap between the known targets of each putative upstream regulator and the identified set of regulated genes. Overlap p-values <0.01 are considered significant by IPA; however, we increased the stringency to p < E-04 to focus on those regulators with a high probability for upstream regulation. For each upstream regulator that met these cutoffs, an activation Z-score, calculated by IPA, was determined by comparing the known effect of the regulator on each target gene (activation or suppression) to the observed changes in gene expression. Based on the concordance between these patterns, an activation Z-score was assigned by IPA after correcting for cases where the regulation directions of the dataset and downstream causal edges are skewed, enabling us to infer whether a given upstream regulator was in an activated state (bias-corrected Z-score > 2), an inhibited state (bias-corrected Z-score < −2), or an uncertain state [35]. An overlap p-value < E-04 was also applied when carrying out mechanistic network refinement within IPA. Upstream regulators that were drugs and other exogenous chemicals were excluded from further consideration and are not presented.

## Results

### Impact of metronomic CPA treatment on tumor cell gene expression

Microarray analysis of U251 human tumor xenografts was carried out to identify human tumor cell genes whose expression was either increased or decreased by CPA treatment on a 6-day repeating metronomic schedule. Tumor RNA samples were analyzed on treatment days 12 and 18, i.e., 6 days after the 2^nd^ and 6 days after the 3^rd^ CPA injections, respectively. Day 12 represents an early time point in innate immune cell recruitment and tumor regression, while day 18 is well into the tumor regression response [12]. Tumor transcriptional profiles were assayed using human microarrays containing ~40,000 probes representing ~20,000 human genes. 

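U251 is a human glioblastoma cell line, and its xenografts grew in immune-deficient scid mice. CPA was given at 140 mg/kg every 6 days, so that day 12 followed 2 injections and day 18 followed 3. Each array compared a pool of RNA from 6 to 7 CPA-treated tumors with a pool from 8 untreated tumors, with 2 arrays per time point and 4 arrays in all. The CPA-treated pool was labeled with the green dye in replicate 1 and with the red dye in replicate 2. The same 2 untreated pools served both time points, so the replicate number also stands for the untreated pool and for the dye orientation. Per the paper's methods, the harvest of untreated U251 tumors was spread over day 6, day 12 and day 18, and their RNA was assigned to pools at random. Neither time point therefore had a control matched by day, and the ratios can also carry differences in tumor age. Arrays of the same day shared a slide and those of different days did not, while CPA-treated and untreated pools were always compared within an array. The authors deposited log10 ratios from Agilent's Feature Extraction software, which had already corrected the background and normalized the dyes by LOWESS. These were turned into log2 ratios of CPA-treated over untreated pools. Of 34127 unique probes, 34076 had a ratio on all 4 arrays, and 25085 were tested because they were well above background in every array of the untreated pools, of the day 12 pools or of the day 18 pools. The tested probes represent 15843 named genes. Between 70.3% and 75.4% of the probes were well above background in each channel. The ratios were tested with limma, with a coefficient for each time point and a spread shared by the 4 arrays, and p-values were adjusted by the Benjamini-Hochberg method over all tested probes. A gene was called when a probe had an adjusted p under 0.05 and a fold change over 1.5, and no other probe of the gene was called in the opposite direction. Values of single genes are those of the brightest tested probe, given as mean log2 ratio ± SD (n = 2 pairs of pools). With 2 pairs of pools per time point, the number of arrays limits the precision.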

Genes showing significant increases or decreases in expression compared to drug-free controls were identified: expression of 806 genes increased at both time points while 641 genes decreased at both time points. 

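On day 12, 1060 genes were called higher and 868 lower in CPA-treated tumors than in untreated tumors. On day 18, 1670 were called higher and 1548 lower. Of these, 879 genes were increased and 602 decreased at both time points. By the brightest probe alone, 1312 genes were called in the same direction on both days, and all of them had the same sign on the 4 arrays, which the calling rule itself favors. Over all genes tested, 52.0% had the same sign on the 4 arrays, in both dye orientations, against at most 22.7% in simulated sets of unchanged genes with shared untreated pools. An error-weighted mean of the 2 arrays with the software's own errors, at an unadjusted p under 1e-4 as in the methods, gave 901 increased and 654 decreased genes, of which 768 and 568 were the same genes. Normexp background correction followed by median centring left 8 increased and 6 decreased genes. Without a filter on dim probes limma left 0 and 0, where 7503 probes passed an unadjusted p under 0.05 on day 12 and the error-weighted mean gave 904 and 656. With normexp and loess the counts were 228 and 231, and 99.9% of the genes called on both days by their brightest probe kept their direction. The balance of higher and lower genes on day 12 also moved, from 1060 against 868 to 392 against 505 with normexp and loess. Without either day 12 array, no gene was called on day 12 by limma, where the smallest adjusted p was 0.0647 without replicate 1 and 0.0791 without replicate 2. At an unadjusted p under 0.05, 8158 and 5475 of the tested probes passed.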

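Across the 15843 genes, the mean log2 ratios on day 12 and day 18 had a Pearson correlation of 0.81, and 77.8% of genes had the same sign. Genes are not independent replicates, and untreated pools shared by the time points can raise this value. In 50 simulated sets of unchanged genes in which the shared pool carried 50% of the variance, the correlation averaged 0.50 and reached at most 0.57. Arrays of the 2 days that share no pool had correlations of 0.68 and 0.59, against 0.77 and 0.74 for arrays that share one. The replicates of a day had correlations of 0.60 on day 12 and 0.83 on day 18. There were 17 genes called in opposite directions, of which 15 were higher on day 12 and lower on day 18, and 12 were called both ways by the same probe. With the replicate block as a term of the model there were 38, and with the brightest probe of each gene 6. The difference between the days was also tested directly by limma. It was called for 0 genes (smallest adjusted p = 0.0939), with 1206 genes, or 7.61% of those tested, at an unadjusted p under 0.05. With the replicate block it was called for 1009 genes, 318 higher and 691 lower on day 18. The slide differed between the days, so these genes are a difference between days or between slides.

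**Figure D1:**
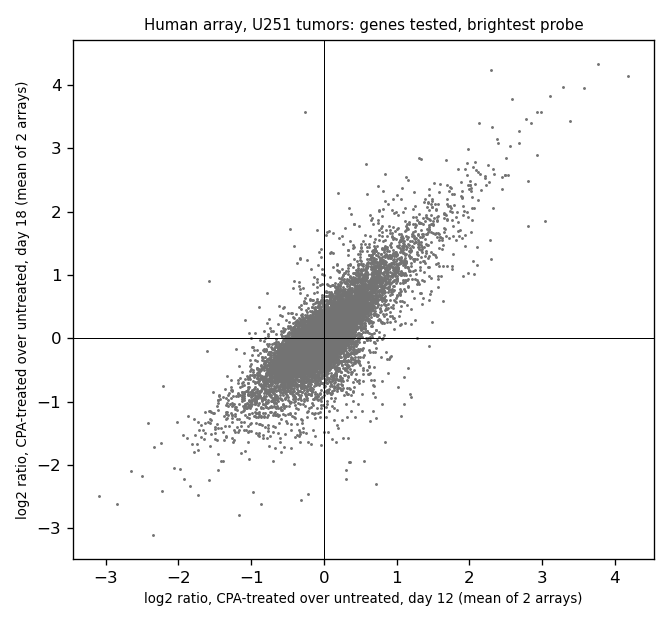
Mean log2 ratio of CPA-treated over untreated tumors on day 12 (x axis) and day 18 (y axis) for the genes tested, each point a gene by its brightest probe. Most genes lie near the diagonal, with a correlation of 0.81 across genes.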

Further, only 8 genes showed opposite regulation at day 12 vs. day 18, indicating a very high consistency of the directionality of responses between time points. Many other genes showed significant changes in expression on day 12 only, or on day 18 only. 

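In the re-analysis, 430 genes were called on day 12 only and 1720 on day 18 only. Of the genes called on day 12 only, 391 (90.9%) had the same sign on day 18 by their brightest probe. Of those called on day 18 only, 1474 (85.7%) had the same sign on day 12. Shared untreated pools and the choice of genes by their change on 1 day raise these shares even with no treatment effect. In the simulated sets of unchanged genes, the genes with the smallest p on day 12 only had the same sign in 73.2% on average and in at most 77.3%, and those of day 18 only in 75.5% and at most 77.9%. A direct test of the difference between the days called none of these genes without the replicate block. With the replicate block, it called 68 of the genes changed on day 12 only and 539 of those changed on day 18 only. Without day 18 replicate 1, 1100 genes were called on day 12 only and 538 on day 18 only.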

A completed listing of all regulated microarray probes, and their associated gene names and annotations, expression ratios, p-values and signal intensities is provided in Additional file 1: Table S1. Table 1 presents expression data for select examples of U251 tumor cell genes whose responses to metronomic CPA are beneficial to the overall therapeutic response, as well as genes whose responses are undesirable, e.g., induction of the tumor-promoting MMP13, the immune-inhibitory adhesion molecule CEACAM1, and the pro-metastatic factors LAMP3/CD208 and ACP5.

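All 19 genes of Table 1 were called at both time points, 15 higher and 4 lower, with the same sign on the 4 arrays. With normexp and loess, 7 were called higher and 4 lower on day 12, and 5 and 2 on day 18. With median centring the numbers were 3, 4, 3 and 2, and all kept their direction under both. Across all the genes that the text names, 63 of 66 were tested. On day 12, 53 of them were called higher and 4 lower, and on day 18 58 and 4. When adjusted over the list alone, 58 were called on day 12 and 62 on day 18, which is not independent evidence because the study chose these genes on the same samples. LAMP3 had a log2 ratio of 2.69 ± 0.31 on day 12 (adjusted p = 0.00365) and 3.27 ± 0.23 on day 18 (adjusted p = 0.00151), where the value was 2.10 with normexp and loess and 2.10 with median centring, called with loess only and under the day 12 value with both. ACP5 had 2.17 ± 0.20 on day 12 and 2.33 ± 0.19 on day 18 (adjusted p = 0.00365 and 0.00151). For CEACAM1 the log2 ratios were 2.58 ± 0.30 and 3.77 ± 0.49 (adjusted p = 0.00477 and 0.00151), with 1 of the 2 untreated pools well above background on day 18. The day 18 value was 0.96 with normexp and loess and 0.99 with median centring, and was not called there (adjusted p = 0.172 and 0.333). Its other tested probe rose less and was not called, at 0.39 on day 12 and 0.53 on day 18 (adjusted p = 0.0931 and 0.0272). Where no untreated pool of a day was well above background, the fold change is a lower bound, computed against the dimmest signal called well above background on each array. These bounds use signals after normexp and loess, where the added offset makes the folds of dim probes smaller. The adjusted p-values given beside them come from the main fit. In that fit the log2 ratios of MMP13 were 3.58 on day 12 and 3.95 on day 18, so the bounds do not estimate the size of a change. MMP13 rose at least 1.94-fold on day 12 and 1.51-fold on day 18 (adjusted p = 0.00497 and 0.00187), and LUM at least 1.55-fold and 1.39-fold (adjusted p = 0.0144 and 0.00425). Among the genes with decreased expression, CXCL8 (IL8 in Table 1) had log2 ratios of -3.09 ± 0.85 on day 12 and -2.49 ± 0.34 on day 18, with -3.69 on day 12 without replicate 1 and -2.49 without replicate 2, and CXCL2, CXCR4 and LGR5 fell on all 4 arrays as well.

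**Figure D2:**
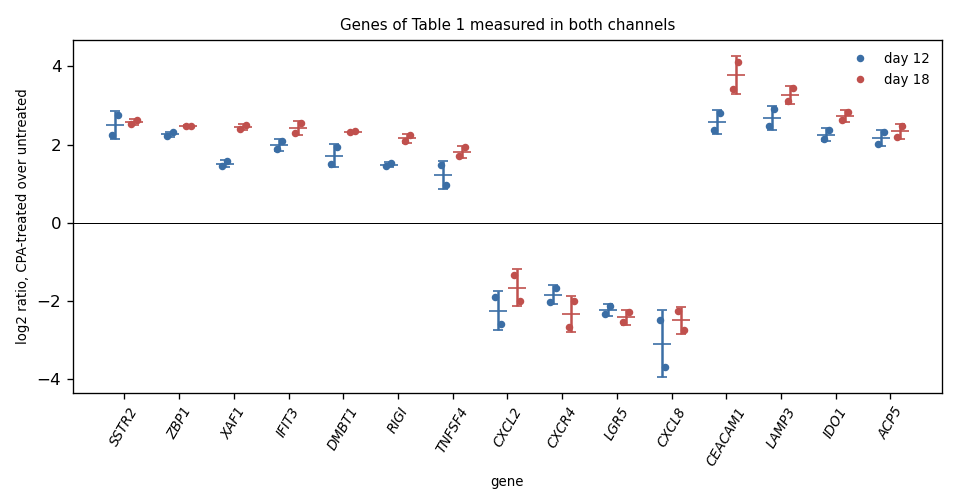
Log2 ratio of CPA-treated over untreated tumors (y axis) for the genes of Table 1 measured in both channels (x axis), on day 12 (blue) and day 18 (red). Points are the 2 arrays of a day, and the bar and whiskers give their mean and SD. The genes rise or fall in the same direction on all 4 arrays.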

**Table 1:** **Examples of U251 human tumor cell genes that constitute beneficial responses (A) or undesirable responses (B) to metronomic CPA treatment**

A. Beneficial responses						
Gene	U251 (day 12)		U251 (day 18)		Pro-tumor or Anti-tumor Activities	References
	*Fold change*	*p-value*	*Fold change*	*p-value*		
LUM	8.7	*1.3E-06*	14.1	*1.7E-14*	Inhibits tumor cell migration and invasion	[112]
SSTR2	5.5	*7.5E-23*	5.9	*0*	Inhibits glioma proliferation	[113]
IFNB1	5.5	*9.3E-37*	5.9	*2.5E-43*	Pro-apoptotic, anti-proliferative, anti-angiogenic factor; inhibits accumulation of pro-angiogenic tumor-associated neutrophils	[114,115]
ZBP1	4.8	*0*	5.6	*0*	DNA sensor; activates IRFs, NFkB, and innate immunity; interferon-inducible	[116-118]
XAF1	2.8	*2.2E-35*	5.5	*0*	Interferon-inducible, pro-apoptotic	[119]
IFIT3	4.0	*1.7E-37*	5.3	*7.8E-42*	Interferon-inducible, pro-apoptotic	[120]
DMBT1	3.3	*7.0E-15*	5.0	*0*	Tumor suppressor down-regulated in glioblastoma	[121]
DDX58	2.8	*6.5E-43*	4.5	*0*	Induces interferon-I, activates apoptosis	[122]
TNFSF4/OX40L	2.3	*2.5E-08*	3.5	*2.8E-31*	Increases adhesion of activated T cells at tumor site	[123]
CXCL2/MIP2	−4.6	*3.8E-14*	−3.1	*1.3E-09*	Up-regulated in temozolomide-resistant glioma	[124]
CXCR4	−3.6	*7.4E-38*	−5.0	*2.0E-26*	Promotes angiogenesis in glioma	[125,126]
LGR5	−4.7	*3.8E-43*	−5.3	*1.2E-39*	Marker for poor prognosis in glioblastoma	[127]
IL8/CXCL8	−7.6	*1.5E-11*	−5.5	*1.1E-24*	Proinflammatory cytokine; increases tumor angiogenesis, invasion and metastasis; interferon-inducible	[128]
**B.B. Undesirable responses**						
**Gene**	**U251 (day 12)**		**U251 (day 18)**		**Pro-tumor or Anti-tumor Activities**	**References**
	***Fold change***	***p-value***	***Fold change***	***p-value***		
MMP13	10.1	*1.1E-11*	15.4	*0*	Promotes tumor cell proliferation and invasion	[129]
CEACAM1	5.9	*4.7E-29*	13.2	*7.7E-29*	Immune-inhibitory adhesion molecule; interferon-inducible	[94]
LAMP3/CD208	6.4	*1.5E-30*	9.6	*0*	Promotes metastases	[130]
EREG	6.5	*2.3E-25*	8.5	*0*	Binds EGFR and induces glioma cell growth	[95]
IDO1	4.8	*0*	6.5	*0*	Immunosuppressive in human glioblastoma; interferon-inducible	[96]
ACP5	4.5	*2.3E-33*	5.0	*7.2E-39*	Pro-metastatic factor	[131]

Shown are fold-change values (fold increases or decreases in expression compared to drug-free controls) and associated p-values derived from microarray analyses for U251 tumors analyzed on day 12 and day 18 after initial CPA treatment.

DAVID analysis [34] identified functional gene ontology clusters significantly enriched in the sets of U251 tumor cell-expressed genes showing a consistent pattern of increased expression at both CPA time points. 

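The array tested 59 histone genes, taken by their symbols. Their mean log2 ratio was 0.46 on day 12 and 0.54 on day 18 (limma camera, adjusted p = 1.52e-08 and 1.74e-06), with 27 called higher on day 12 and 34 on day 18. On day 18, 5 were called lower. With fry the list was called on day 18 (adjusted p = 0.0445) and not on day 12 (adjusted p = 0.0735), and with an estimated correlation on neither day (adjusted p = 0.508 and 0.533). For H2B, 13 of 16 genes were called higher on day 12 and 15 on day 18. For H2A, the numbers were 7 and 10 of 15, and for H4 6 on both days of 12, with 4 H4 genes called lower on day 18. Among 12 H3 genes, 0 were called on day 12 by limma (2 at an unadjusted p under 0.05) and 2 were called higher on day 18. With normexp and loess, 10 and 12 H2B genes, 6 H2A genes on both days and 1 H4 gene on both days were called higher, while 4 H4 genes were called lower on day 18. With normexp and median centring, limma called 0 histone genes, with 11 and 13 H2B genes at an unadjusted p under 0.05. The median log2 ratios of the H2A, H2B and H4 genes were positive on both days under each scaling, and that of the H3 genes on day 12, 0.00238, turned to -0.01 with loess and -0.16 with median centring. The enrichment analysis behind Table 2 was not repeated, because the annotation that DAVID used was not in the files analysed here.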

Highest enrichments were found for the gene ontology clusters inflammatory/defense response, histone/nucleosome core, cytokine activity and cytokine stimulus, induction/regulation of apoptosis, and positive regulation of the (innate) immune system (Table 2A; Additional file 1: Table S2A). Genes whose expression was decreased at both CPA time points were associated with extracellular signal, cell adhesion, skeletal system and blood vessel development, and extracellular matrix genes (Table 2B; Additional file 1: Table S2B). 

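As extracellular matrix genes, 39 collagen genes were tested, taken by their symbols. On day 12, 6 were called higher and 7 lower, and on day 18 8 and 11, while with normexp and loess 4 were called higher and 6 lower on day 12, and 0 and 6 on day 18 by limma (20 in either direction at an unadjusted p under 0.05). With median centring 0 were called by limma (13 and 11 at an unadjusted p under 0.05). Their mean log2 ratio was -0.09 on day 12 and 0.0034 on day 18 (limma camera, adjusted p = 0.123 and 0.549), and the day 18 mean turned to -0.12 with normexp and loess (adjusted p = 0.0835) and, with median centring, to -0.17 (adjusted p = 0.0231). COL1A1 had a log2 ratio of -0.64 ± 0.27 and COL1A2 -0.74 ± 0.42 on day 18 (adjusted p = 0.0282 and 0.0315), while COL3A1 had 1.05 ± 0.14 (adjusted p = 0.0147). They kept these directions with normexp and loess and with median centring, and none of the 3 was called there (adjusted p between 0.0735 and 0.831). These 3 genes were chosen after their values were seen.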

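The paper names 23 genes of the inflammatory defense cluster, which are only a part of it. They span chemokines, interleukins and their receptors, complement components, IFNB1, PPARG, TNFSF4, TLR3 and TLR4. All 23 named genes were tested and called higher at both time points. Each was higher on all 4 arrays. Of these, 10 and 11 were called with normexp and loess, and with median centring 0 on both days by limma (13 and 15 at an unadjusted p under 0.05), with all higher under both but PPARG on day 18 with median centring. Their log2 ratios ranged from 0.65 to 3.11 on day 12, with a median of 1.08, and from 0.75 to 3.82 on day 18, with a median of 1.76. These ranges include genes whose fold change is only bounded. CCL5 rose at least 1.1-fold on day 12 and 1.11-fold on day 18, and CCR1 at least 1.25-fold and 1.09-fold. Some genes were called by 1 of their 2 tested probes. The other probe of C2 had a log2 ratio of 0.12 on day 12 and 0.35 on day 18, and that of IL1R1 0.04 and 0.20. For C1S and C3 the other probe was not called on day 12, with 0.48 and 0.73.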

The top up-regulated gene cluster, inflammatory defense response, included several chemokines and chemokine receptors (*CXCL9, CXCL10, CXCL11*, *CCL5*, *CCL26*, *CCR1)*, interleukins and interleukin receptors (*IL4*, *IL23A, IL1R1, IL17RB, IL20RB*), tumor necrosis factor ligand *TNFSF4*, interferon *IFNB1*, complement components (*C1QB*, *C1S*, *C2*, *C3*, *C4B*, *CFB, CFH*), peroxisome proliferator-activated receptor *PPARG*, and Toll-like receptors *TLR3* and *TLR4*.

**Table 2:** **Enriched clusters of gene annotation terms for U251 (human) tumor genes up-regulated (A) or down-regulated (B) by metronomic CPA treatment**

Cluster name	Cluster enrichment score	Number of genes (top term)	p-value (top term)
**A. Up-regulated tumor gene clusters**			
Inflammatory/defense response to wounding	9.15	63	3.91E-12
Signal peptide/glycoprotein/secreted	6.01	190	7.67E-13
Histone/nucleosome core	5.02	17	3.00E-12
Integral plasma membrane	4.29	83	1.29E-06
Cytokine activity	3.38	20	1.68E-04
Induction/regulation of apoptosis	3.26	31	7.73E-06
Response to bacterium/cytokine stimulus	2.99	21	6.36E-05
Positive regulation of (innate) immune system	2.72	29	1.72E-07
**B. Down-regulated tumor gene clusters**			
Extracellular signal	5.04	81	2.75E-08
Cell adhesion	2.92	37	1.12E-04
Skeletal system development	2.70	22	1.24E-04
Extracellular matrix	2.61	25	1.98E-05
EGF-like	2.58	19	2.58E-06
Blood vessel development	2.54	17	8.45E-04

Analysis was based on genes that respond consistently after both 2 and 3 CPA/6-day treatment cycles (i.e., treatment days 12 and 18) at |fold-change| >1.5 and p-value < 10^4^. Shown are clusters with enrichment scores >2.5 whose top term contains >15 genes. Also shown is the number of genes and p-value for the top term in each cluster. See Additional file 1: Tables S2A and S2B for a more complete listing of significant enrichment clusters and associated gene lists.

### Tumor-specific pathways activated by metronomic CPA treatment

Functional gene networks were constructed based on the sets of tumor cell genes whose expression was significantly induced or repressed by metronomic CPA treatment. One such network (Additional file 2: Figure S1), which is activated on day 12 and may contribute to the early anti-tumor actions of CPA, includes many intracellular cell death factors, such as *BIK*, important for mitochondrial rupture, death effector signaling caspases, DNA repair and cell death signaling poly-A ribose polymerases (*PARP10* and *PARP12*), tumor necrosis factor *TNFSF10*, the 20S proteasome, and several cytokeratins, including KRT18, which is released from CPA-treated tumors and is a biomarker for clinical response to therapy [36]. 

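Of the genes named in this network, BIK had a log2 ratio of 0.85 ± 0.27 on day 12 and 1.103 ± 0.13 on day 18 (adjusted p = 0.0217 and 0.00555). PARP12 had 1.09 ± 0.21 and 1.43 ± 0.09 (adjusted p = 0.00990 and 0.00253), and TNFSF10 1.11 ± 0.15 and 1.04 ± 0.01 (adjusted p = 0.00784 and 0.00435). KRT18 had 0.87 ± 0.27 and 0.79 ± 0.06 (adjusted p = 0.0199 and 0.0136), with the same calls from its other probe. PARP10 was called by its brightest probe, at 0.71 ± 0.26 and 0.89 ± 0.08 (adjusted p = 0.0319 and 0.00892), and not by its other probe, which had 0.28 on day 12 and turned to -0.07 on day 18 (adjusted p = 0.440 and 0.841). Without either day 18 array, KRT18 was no longer called on day 18 (adjusted p = 0.144 and 0.0704), and PARP10 was not without replicate 2 (adjusted p = 0.0659).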

Genes important for extracellular presentation of cellular stresses and activating inflammatory immune responses were also induced at both early (day 12) and late (day 18) CPA treatment times. Pathways involving tumor-expressed extracellular membrane-bound chemokines *CXCL9*, *CXCL10*, and *CXCL11* were identified and show potential interactions in networks translating intracellular damage to extracellular signals that may stimulate immune recruitment and tumor cell death (Figure 1A-C). *CXCL10* increased almost 10-fold over untreated controls at both time points and is centric to a network involving many interferon and innate immune response genes, including *IFNB1*, *TLR4*, and *IDO1*, an immunosuppressive factor (Figure 1A). 

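CXCL10 was measured by 2 tested probes. The brightest had a log2 ratio of 2.12 ± 0.06 on day 12 and 2.62 ± 0.21 on day 18, or 4.35-fold and 6.165-fold (adjusted p = 0.00365 and 0.00151). Its log2 ratios with normexp and loess were 1.71 and 1.40, called on day 12 and not on day 18 (day 18 adjusted p = 0.0779), and with median centring 1.64 and 1.43 (adjusted p = 0.0814 and 0.181), with the larger on day 12. The other probe had 5.34-fold and 9.84-fold (adjusted p = 0.00365 and 0.00151). IFNB1 rose at least 1.51-fold on day 12, when no untreated pool was well above background, and had a log2 ratio of 2.55 ± 0.17 on day 18, when 1 of 2 was, against 0.48 with normexp and loess and 0.45 with median centring. TLR4 was called by its brightest probe (log2 ratios of 0.78 ± 0.33 and 1.33 ± 0.00445, adjusted p = 0.0289 and 0.00382) and not by its other probe (0.22 and 0.39).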

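CXCL11, measured by 1 tested probe, had a log2 ratio of 3.11 ± 0.10 on day 12 and 3.82 ± 0.38 on day 18, or 8.62-fold and 14.1-fold (adjusted p = 0.00347 and 0.00151). It was not called with normexp and loess (log2 ratios of 1.72 and 1.32, adjusted p = 0.0714 and 0.152) or with median centring (1.72 and 1.37), where day 18 no longer had the larger ratio. The larger ratio on day 18 was called as a difference with the replicate block (adjusted p = 0.0379) and not without it (adjusted p = 0.355). TLR3 had log2 ratios of 0.67 ± 0.25 and 1.35 ± 0.07 (adjusted p = 0.0341 and 0.00308).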

*CXCL11* expression increased almost 14-fold, and is tied to several chemokines important for extracellular signaling and immune activation in addition to interferon and TLR3 activation (Figure 1B). *CXCL9* was also induced in the metronomic CPA-treated tumor cells in association with other extracellular immune activators: *TNFSF4*, *MICB*, interleukins *IL12*, *IL15, IL23, and IL17RB*, and interferon response genes (Figure 1C). 

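CXCL9 was not well above background in any untreated pool, nor in 1 of the 2 CPA-treated pools of day 12, and rose at least 1.11-fold on day 12 and 1.11-fold on day 18 (adjusted p = 0.00596 and 0.00151). TNFSF4 had log2 ratios of 1.22 ± 0.36 and 1.81 ± 0.16 (adjusted p = 0.0121 and 0.00233), IL23A 0.70 ± 0.11 and 0.94 ± 0.11, and IL17RB 0.82 ± 0.20 and 0.79 ± 0.05, all called on both days. IL12A and IL15 were called on day 18 only, with log2 ratios of 0.89 ± 0.35 and 0.79 ± 0.03 (adjusted p = 0.0122 and 0.00747), against 0.38 ± 0.03 and 0.35 ± 0.03 on day 12 (adjusted p = 0.164 and 0.107). Their differences between the days were not called with or without the replicate block. IL12B was not tested because its probe was not well above background. Several of these calls were lost with a day 18 array left out, where the median standard error of a day 18 ratio rose from 0.137 to 0.321. Without day 18 replicate 1, IL23A, IL17RB, IL12A and IL15 were no longer called on day 18, at log2 ratios of 0.86, 0.75, 0.64 and 0.81. Without replicate 2, IL17RB and IL15 were not, at 0.83 and 0.77. For IL17RB and IL15 the 2 arrays gave similar ratios, so the wider error and not a disagreement of the arrays removed the calls.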

*MICB* is one of two induced MHC class I and DNA damage response-associated activating ligands for the NK cell receptor NKG2D; *MICB* was significantly induced at both CPA time points, while a second such factor, *ULBP2*, was up-regulated at the day 18 time point only (Additional file 1: Table S1).

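MICB had a log2 ratio of 1.35 ± 0.14 on day 12 and 1.44 ± 0.05 on day 18 (adjusted p = 0.00563 and 0.00222). Its other tested probe was called on day 18 (0.65, adjusted p = 0.0287) and not on day 12 (0.59, adjusted p = 0.0588). ULBP2 had 0.42 ± 0.15 on day 12 (adjusted p = 0.0868), which was not called, and 0.59 ± 0.05 on day 18 (adjusted p = 0.0219), which was. It was higher on all 4 arrays, and its fold change on day 18, 1.51, lies just over the threshold. Without either day 18 array it was not called on day 18 (adjusted p = 0.277 and 0.327).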

**Figure 1:**
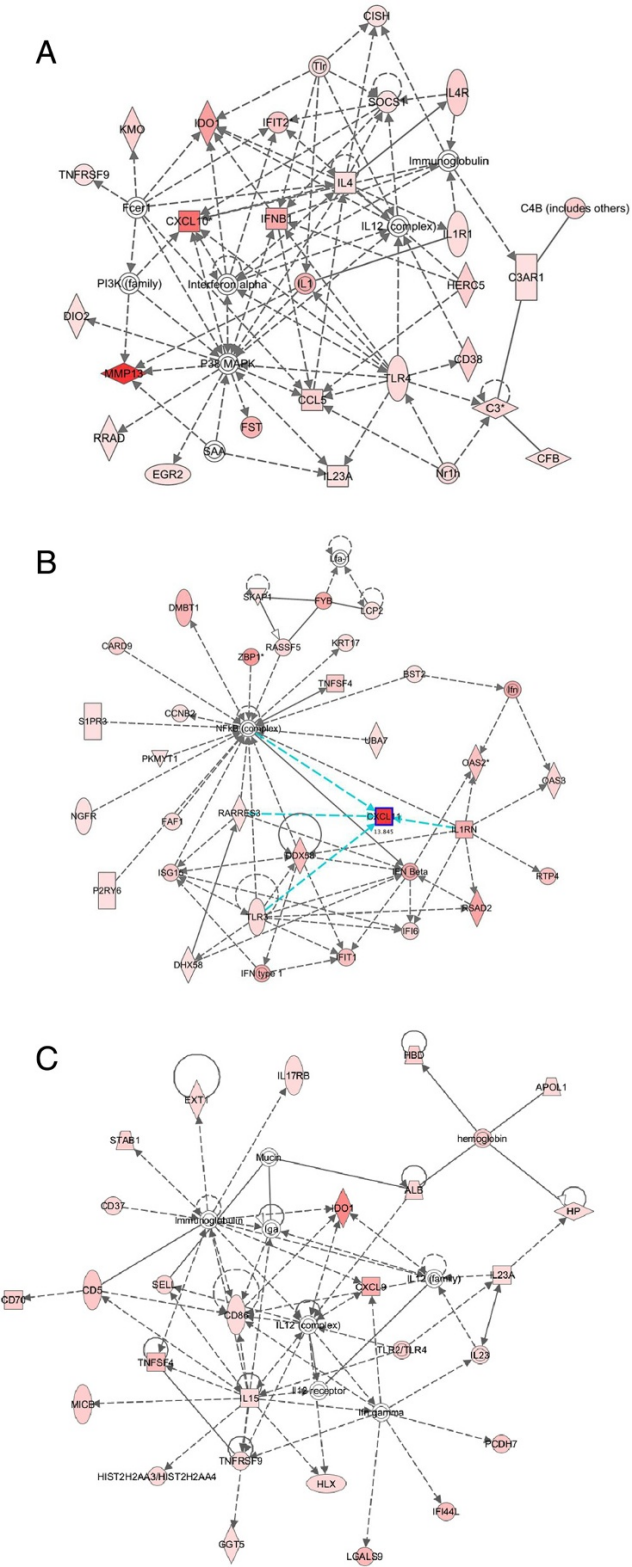
Top networks associated with U251 tumor human genes increased by metronomic CPA treatment on both day 12 and day 18 (late responses), as determined by IPA. **A)** Top network for the human chemokine CXCL10, involved in innate immune activation via toll-like receptor (TLR) and interferon (IFN) response pathways. **B)** Top network for the human chemokine CXCL11, involved in innate immune activation via DNA damage, TLR, IFN, and secretory chemokine/cytokine pathways. **C)** Top network for the human chemokine CXCL9, involved in innate immune activation via toll-like receptor, interleukin, and cell stress ligand MICB response pathways. Deeper shades of red-filled shapes indicate stronger up regulation of the gene by metronomic CPA treatment, as determined by microarray analysis. Solid arrows: protein-DNA interactions; solid lines: protein-protein; dashed arrows: regulation of gene expression; colored: related to highlighted factor(s). Shapes indicate protein family: rectangle: receptor; square: cytokine; triangle: kinase; diamond: enzyme; oval: factor (ie., transcription); concentric circles: complex; circle: other.

### Upstream regulator analysis

IPA’s Upstream Regulator Analysis is a powerful way to identify putative ‘master regulators’ of complex gene expression changes, such as those induced by metronomic CPA treatment. This analysis is particularly important for upstream regulators that are regulated at the protein level (e.g., by phosphorylation, or by ligand binding) and therefore would not be identified by gene expression microarray analysis. We implemented this analysis 1) to identify upstream regulators of the U251 tumor genes showing consistent responses at both metronomic CPA time points, and 2) to determine whether the upstream regulators are *activated* or *inhibited*, based on the direction of CPA-induced responses of their gene targets. 

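The upstream regulator analysis uses an annotation that was not in the files analysed here, so a list of 45 interferon-stimulated genes was written by hand and tested with limma's camera (inter-gene correlation preset at 0.01). The list holds 7 genes that the paper names. All 43 tested genes but 1 were higher on day 12, and all were higher on day 18. The mean log2 ratio was 1.11 on day 12 and 1.46 on day 18 (adjusted p = 4.84e-23 and 7.40e-24), and 33 and 41 genes were called on their own. Means of the 2 arrays were 0.99 and 1.24 on day 12, and 1.34 and 1.58 on day 18. Among 10000 random lists of the same brightness, the highest mean was 0.20 on day 12 and 0.28 on day 18. The test moved most with a correlation estimated from the arrays, under which the list was not called (adjusted p = 0.291 on both days), while limma's fry kept it (adjusted p = 0.0262 and 0.020).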

We thus identified several interferon signaling network members as the most significantly activated upstream regulators (IFNα, IFNα2, IFNβ, IFNγ, IFNL1, IRF1) (Table 3); together, these factors regulate many downstream immune response genes (Figure 2, Additional file 2: Figure S2A). Other activated upstream regulators include: TGM2 (transglutaminase 2), which is associated with glioma stem-like cells [37]; the PAF1 transcriptional complex [38]; IL27, which induces differentiation of glioma cell to astrocytes [39] and promotes anti-tumor immune responses [40] (Additional file 2: Figures S2B and S2C); growth hormone, which increases NK cell cytotoxicity to glioma cells [41]; and the endostatin precursor COL18A1. Top upstream regulators whose activity is inhibited by metronomic CPA include: MAPK1 and ERK1/2, which mediate cell proliferative signals; IL1 receptor antagonist IL1RN, which supports malignant glioma growth [42]; HIF1A (hypoxia-inducible factor-1 and EPAS1 (hypoxia-inducible factor-2 which mediate responses to hypoxia and can promote glioma growth [43]; NUPR1, which has a functional role in cancer cell resistance to conventional chemotherapeutic drugs [44]; GAPDH, which is dysregulated in several cancers, including glioma, and may promote tumor growth [45]; NEDD9, an adhesion protein that increases glioblastoma invasiveness [46]; SOCS1, a negative regulator of cytokine signaling; MAP3K7/TAK1, a key component of NFκB and MAP kinase signaling linked to the innate immune system [47]; RELA, which contribute to tumor cell survival and promotes inflammation in the tumor microenvironment [48]; and TGFB1, which increases glioma malignancy [49]. 

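Lists of genes for some of these regulators were tested in the same way on the same arrays. Of 34 hypoxia-induced genes, the targets of HIF1A and EPAS1, 33 were lower on both days and 31 and 29 were called on day 12 and day 18. Their mean log2 ratio was -1.17 on day 12 and -0.96 on day 18 (adjusted p = 2.72e-24 and 3.85e-19), below the lowest of the random lists, -0.29 on both days. As the untreated pools were not matched by day, differences in tumor age or size were not separated from the treatment. The 23 tested NF-kB target genes, for RELA and MAP3K7, had means of -0.79 and -0.50 (adjusted p = 1.21e-05 and 0.00252) and medians of -0.42 and -0.28. The paper names 2 genes of this list, and 5 genes of the TGF-beta list are also in another list. The 24 TGFB1 target genes had means of -0.29 and -0.20 (adjusted p = 0.00121 and 0.0124), inside the range of the random lists, and without day 18 replicate 1 the list was not called on day 18 (adjusted p = 0.147). With fry, the hypoxia, NF-kB and TGF-beta lists were called lower on both days. With an estimated correlation none was, with adjusted p = 0.115 for the hypoxia list. From the direction of the responses of their gene targets, the paper reasons that interferon regulators are activated and that these regulators are inhibited by metronomic CPA, and it proposes a link between their inhibition and the effectiveness of the treatment in this glioma model.

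**Figure D3:**
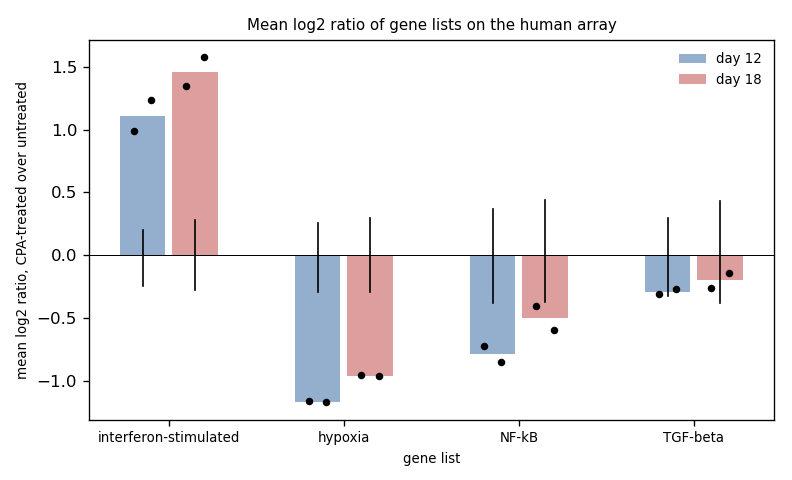
Mean log2 ratio of CPA-treated over untreated tumors (y axis) for lists of genes (x axis), on day 12 (blue) and day 18 (red). Points are the 2 arrays of a day and black lines give the range of means of random lists of the same brightness. The interferon-stimulated list lies above that range, and the hypoxia and NF-kB lists lie below it, on both days.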

The inhibition of these upstream regulators, which primarily have pro-tumor functions, is consistent with the therapeutic effectiveness of metronomic CPA in this glioma model. Other upstream regulators did not exhibit a clear pattern of activation or inhibition (Additional file 1: Table S3).

**Table 3:** **Upstream regulators of metronomic CPA-responsive human genes**

Upstream regulator	Molecule type	p-value of overlap	# of target genes
**A. Activated upstream regulators (human gene targets)**			
IFNL1/IL29	Cytokine	1.72E-29	36
IFNG	Cytokine	5.04E-23	68
IFNA2	Cytokine	8.87E-23	36
TGM2	Enzyme	6.30E-14	43
IFNB1	Cytokine	7.98E-10	14
Interferon alpha	Cytokine	1.57E-07	23
PAF1	Transcription complex	1.89E-07	14
IRF1	Transcription regulator	1.25E-06	12
IL27	Cytokine	1.65E-06	14
Growth hormone	Protein hormone	1.37E-05	12
COL18A1	Endostatin precursor	9.08E-05	13
**B. Inhibited upstream regulators (human gene targets)**			
MAPK1	Kinase	4.88E-30	57
IL1RN	Cytokine	2.26E-15	26
HIF1A	Transcription regulator	1.09E-14	40
EPAS1	Transcription regulator	6.48E-12	24
NUPR1	Transcription regulator	3.60E-11	68
GAPDH	Enzyme	2.75E-10	14
NEDD9	Cell adhesion protein	2.34E-08	13
SOCS1	Cytokine signaling inhibitor	6.93E-08	12
MAP3K7/TAK1	Kinase	1.05E-07	12
ERK1/2	Kinase	1.47E-07	22
RELA	Transcription regulator	4.72E-07	24
TGFB1	Growth factor	6.69E-06	37

Regulators were identified by IPA of the set of U251 human tumor cell genes up-regulated or down-regulated by metronomic CPA in common at both the day 12 and day 18 times points. Shown are the upstream regulators whose activation state is reliably predicated to be activated (A) or inhibited (B) by CPA treatment, based on a bias-corrected |Z-score| >2, and that meet the stringent threshold for overlap with the target gene set at p < E-04 and contain a minimum of 10 target genes in the regulated gene set. More complete information, including Z-scores, lists of target genes for each regulator, associated mechanistic networks, and other upstream regulators are shown in Additional file 1: Table S3.

**Figure 2:**
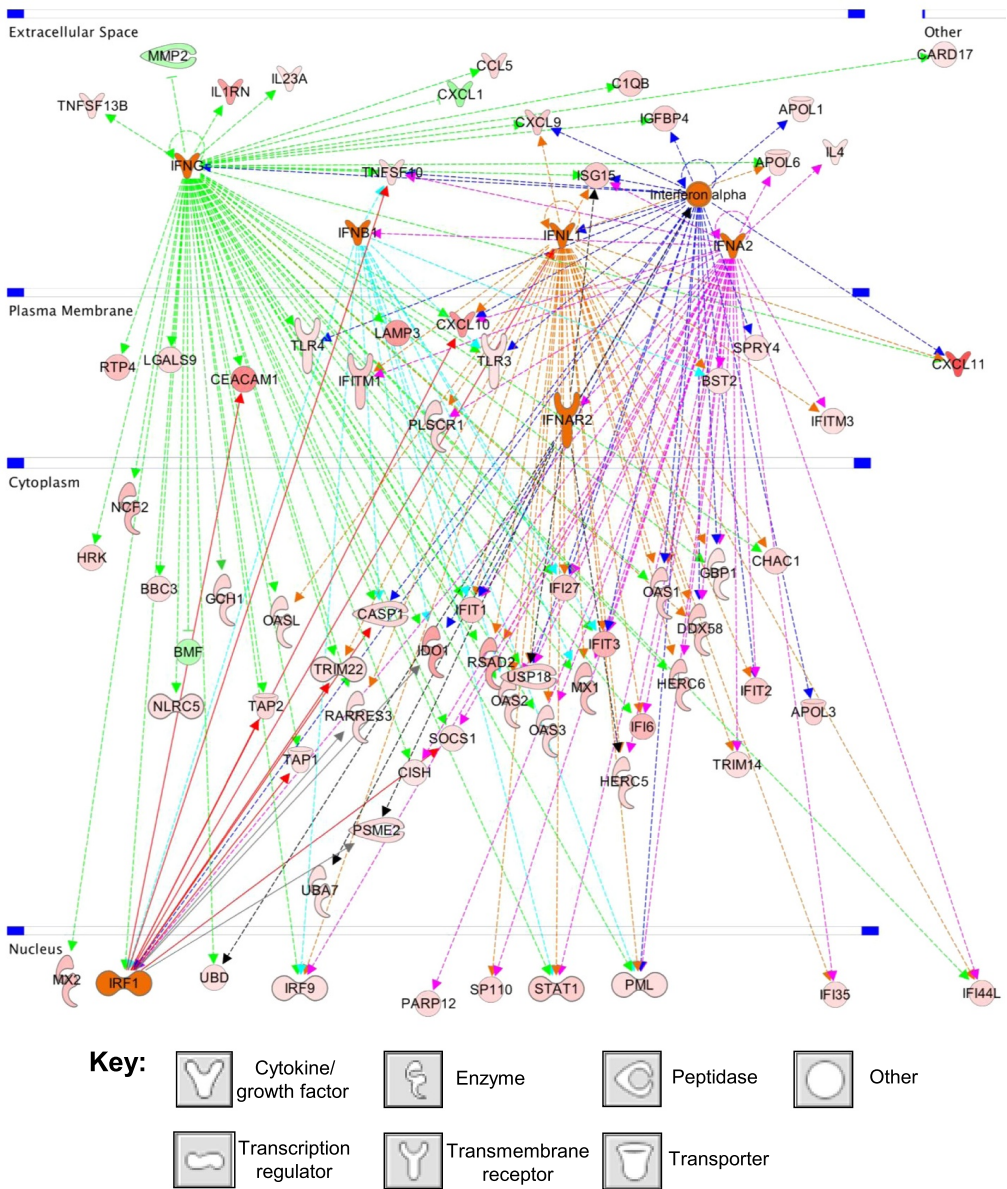
Interferon signaling upstream regulator pathway, with subcellular compartmentalization indicated. The activated upstream regulators identified (orange) include interferons IFNα (dark blue dashed lines), IFNα2 (pink dashed lines), IFNβ (teal blue dashed lines), IFNγ (green dashed lines), IFNL1 (orange dashed lines), and IRF1 (red solid lines), and regulate many immune responses. Shapes filled with deeper shades of red and green denote human tumor genes that are up regulated (red) or down-regulated (green) by metronomic CPA to a greater extent as compared to lighter shades, as indicated by microarray analysis. Key at the bottom: shapes used to indicate the molecular class of each factor.

### Characterization of host (mouse) gene responses linked to immune cell activation and tumor infiltration

Next, we used mouse microarrays to investigate the extent of host (mouse) immune cell involvement in the response to metronomic CPA treatment. We analyzed mouse gene responses in U251 tumors at the same two time points analyzed on the human microarrays, and additionally, at a single time point in a rat 9L glioma model, where the innate immune response to metronomic CPA is very similar to that of U251 gliomas, but requires 1–2 additional CPA injections until robust immune cell recruitment and tumor regression become apparent [12]. Metronomic CPA treatment induced 326 mouse genes and repressed 288 mouse genes in common on all three microarrays. The consistent regulation of these 614 mouse genes in both tumor models/at all three time points indicates they are robust responses (see Additional file 1: Table S4 for full listing). Large numbers of other mouse genes were late responding genes, i.e., they did not respond to metronomic CPA until the second U251 time point (treatment day 18) and also responded significantly in 9L tumors on treatment day 24 (833 up-regulated, 823 down-regulated genes). Only 8 mouse genes showed inconsistent (i.e., opposite) patterns of regulation between the two U251 time points.

Mouse genes up-regulated in both tumor models (9L, and at least one of the U251 tumor time points) were enriched in gene clusters that include the following: immune response, lysosome, regulation of cytokine production, lectin/carbohydrate binding, cytokine receptor interaction, induction of programmed cell death, leukocyte activation, and regulation of immune effector process (Table 4A). The up-regulated gene cluster showing the second highest enrichment, immune response, includes many complement genes (*C1qa*, *C1qb*, *C1qc, C1ra, C2, Cfb, Cfd, Cfp)*, chemokines (*Ccl19, Ccl24, Ccl25, Ccl3, Ccl4, Ccl6, Ccl9, Cxcl14*), toll-like receptors (*Tlr1, Tlr4, Tlr7, Tlr8, Tlr13*), cell death effectors that act via apoptosis (Fas receptor ligand, *Fasl,* and tumor necrosis factor *Tnfsf4* and other family members and receptors *(Tnfsf10, Tnfrsf13c, Tnfrsf17)*), cytolysis (lysozymes 1 and 2, *Lyz1* and *Lyz2*), and proteolytic enzyme degradation (*Ctsa, Ctsb, Ctsd, Ctsh, Ctss*). Mouse genes that were down-regulated by metronomic CPA treatment were enriched for essential cellular functions, including DNA binding and transcription, cell division, cell migration, tube/epithelium development, and cytoskeleton organization (Table 4B). A complete listing of significant gene clusters is presented in Additional file 1: Tables S5A and S5B.

**Table 4:** **Enriched clusters of gene annotation terms for host (mouse) genes up-regulated (A) or-down-regulated (B) by metronomic CPA treatment in both U251 and 9L tumors**

Cluster name	Cluster enrichment score	Number of genes (top term)	p-value (top term)
**A. Up-regulated mouse gene clusters**			
Glycoprotein	23.1	342	5.16E-37
Immune response	13.7	87	1.11E-26
Cell surface	8.80	53	8.91E-14
Lysosome	7.38	31	2.29E-08
Extracellular membrane	6.77	191	4.07E-12
Regulation of cytokine production	6.44	28	9.78E-10
Carbohydrate binding	5.64	41	5.09E-08
Positive regulation of immune system process	4.69	41	8.70E-14
Cytokine-cytokine receptor interaction	4.10	36	1.79E-07
Lipid catabolic process	3.60	23	7.60E-07
Induction of programmed cell death	3.24	24	9.43E-06
Cell/leukocyte activation	3.22	35	6.63E-08
**B. Down-regulated mouse gene clusters**			
(Positive) regulation of transcription	10.3	71	1.06E-13
Cell division	9.31	44	4.73E-13
Repressor, negative regulation of gene expression	5.57	43	5.73E-08
Cell migration	4.81	28	6.05E-06
Spindle	4.58	20	1.22E-07
Skeletal system development	4.30	32	2.56E-06
Tube development	4.09	29	1.27E-05
Transcription factor complex	3.80	27	5.88E-06
Microtubule cytoskeleton organization	3.46	16	9.14E-05
Sequence-specific DNA binding/Homeodomain	3.04	52	4.54E-07

Analysis was based on genes that respond to metronomic CPA treatment cycles at |fold-change| >1.5 and p-value < 10^4^ at either, or both U251 treatment time points, and also in 9L tumors. Shown are clusters with enrichment scores >3.0 whose top term contains >15 genes. Also shown is the number of genes and p-value for the top term in each cluster. See Additional files 1: Table S5A and S5B for a more complete listing of significant enrichment clusters and associated gene lists.

### Host immune system-related pathways activated by metronomic CPA

We used IPA to construct functional networks of host (mouse) genes whose expression was significantly altered by metronomic CPA treatment. Several of the networks centered on immune cell function. One network highlighted immunological disease factors, many of which are macrophage-associated, including macrophage marker *Cd68*, scavenger receptor class A molecules (i.e., *Colec12*), macrophage effector lysozymes 1 and 2 (*Lyz1* and *Lyz2*), inflammatory response phospholipases (*Pla2*, *Pla2g2d*, *Pla2g2e, Cpla2*), macrophage-produced lymphocyte mitogen *Il1*, receptor responsiveness factor *Ptpn22*, phagocytosis regulator *Gas6*, and the pro-infiltration extracellular matrix remodeling enzymes *Hpse* and *Mmp2* (Figure 3A). Two other networks grouped NK cell-related genes. The first network shows tumoricidal and infectious disease-related NK factors, including granzymes A and B (*Gzma*, *Gzmb*), perforin (*Prf1*), Fas death receptor (*Fas*), Fas-mediated apoptosis gene *Olr1*, NK cell-expressed chemokine receptor *Cxcr3* (the known interacting receptor for chemokines CXCL9, CXCL10, and CXCL11), MHC class I regulated NK marker *Klrg1*, interferon-activated genes (*Ifi202b*, *Oas1*), NK cell-expressed *Ly6a* and *Sema4d*, and lymphocyte-homing factors *Stab2* and *Nov* (Figure 3B and Figure 3C). The second network displays inflammatory disease NK cell markers NKp46 (*Ncr1*), migration factors *Cxcl14* and *Xcl1*, NK perforin cytotoxicity regulator *Klra4*, and NK adhesion molecules (*Prelp, Cd96)* (Figure 3B and Figure 3C).

**Figure 3:**
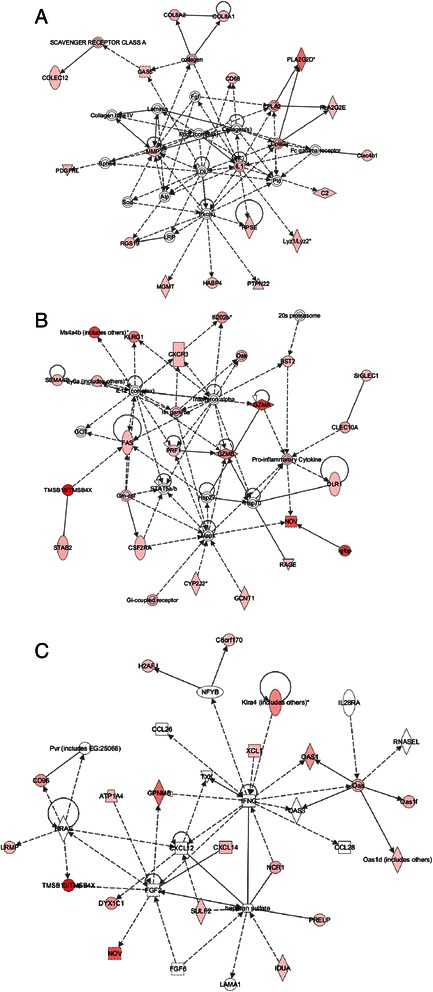
Top networks associated with mouse (host) genes induced by metronomic CPA treatment, as determined by IPA. **A)** Top network showing connections between metronomic CPA-induced expression of innate immunological disease (many macrophage-related), adhesion, infiltration, scavenger, and cytolysis genes. **B)** Top networks for NK cell-related innate immune function: tumoricidal and infectious disease NK function, targeting via CXCR3 and FAS, and cytolysis via granzyme and perforin, and **C)**, NK cell-related inflammatory disease network. Deeper shades of red indicate stronger up regulation of the gene by metronomic CPA treatment. Solid arrows: protein-DNA interactions; solid lines: protein-protein; dashed arrows: regulation of gene expression; colored: related to highlighted factor(s). Shapes indicate protein family: rectangle: receptor; square: cytokine; triangle: kinase; diamond: enzyme; oval: factor (i.e., transcription); concentric circles: complex; circle: other.

### Upstream regulators of metronomic CPA-induced anti-tumor immunity

We analyzed the metronomic CPA-responsive mouse (host) gene sets to elucidate potential upstream regulators, including transcription factors and cytokines that may regulate anti-tumor innate immunity induced by metronomic CPA treatment. The transcription factors PPARA, PPARG, NR1H3/LXRα and NR1H2/LXRβ were prominent as upstream regulators of mouse genes that respond to metronomic CPA early, i.e., 6 days after the 2^nd^ CPA cycle in the U251 model (Additional file 1: Table S6 and Additional file 2: Figure S3). PPARG agonists exhibit anticancer activity in glioma models [50], and increases in PPAR function have been implicated in persistent inflammation [51], while agonists of LXR promote glioblastoma cell death [52]. Upstream regulators inhibited at the same early time point include CSF2, which supports M1 macrophage polarization [53], and CD38, whose loss attenuates glioma progression [54,55] (Additional file 1: Table S6). When all mouse genes showing concordance in both tumor models at the time when CPA-induced tumor regression is well underway (i.e., treatment day 18 in U251 tumors and day 24 in 9L tumors) were considered, many more upstream regulators were identified (Table 5; Additional file 1: Table S7). The activated upstream regulators include factors related to inflammatory responses (IL6, the NF B-activating kinase IKBKB, NLRP3 inflammasome, and mir-223), interferon signaling and action (IFNAR, IFNG, IFNα/IFNβ, STAT1, IRF3, IRF5, IRF7), and TLR signaling associated with innate immune responses (TLR3, TLR4, TLR9, TICAM1, DDX58, MYD88) (Figures 4, 5, and Additional file 2: Figures S4 and S5). Other upstream regulators of the responding mouse genes include: IL12 and IL18, which stimulate macrophages and NK cells to produce IFNγ and induce glioma cell death [56]; NFATC2, which is important for inducing gene transcription during an immune response; DOCK8, required for NK cell function [57]; SASH1, whose increased expression has been related to inhibition of U251 glioma cell growth, proliferation, and invasion [58]; NOS2, a marker for M1 (anti-tumor) macrophages; BNIP3L, a pro-apoptotic factor [59]; SPI1, important for myeloid cell development an innate immunity [60]; and FADD, which is recruited to activated cell death receptors [61]. These activated upstream regulators can be considered as contributing to the antitumor actions of metronomic CPA. By contrast, another activated upstream regulator, SAMSN1, which is highly expressed in glioblastoma, is associated with poor prognosis for survival [62]. SAMSN1 has also been shown to suppress B cell activation [63]. However, we previously observed no B cell involvement in our immune competent C57BL/6, syngeneic GL261 glioma model [12]. Mouse upstream regulators inhibited by metronomic CPA in both tumor models include: CSF2 (GM-CSF), which induces differentiation of brain macrophages into M1 anti-tumor macrophages [64], but has also been shown to be neuroprotective [65], and perhaps its down-regulation is important for tumor ablation in these brain tumor models; TRIM24, which promotes glioma progression and enhances chemoresistance [66]; DNASE2; G-protein coupled receptors PTGER2 and ACKR2; SOCS1, an inhibitor of cytokine signaling; the oncomir mir-21; growth factor TGFB; and the oncogene Myc.

**Table 5:** **Upstream regulators of metronomic CPA-responsive mouse genes**

Upstream regulator	Molecule type	p-value of overlap	# of target genes
**A. Activated upstream regulators (mouse gene targets)**			
IFNAR	Interferon receptor	5.34E-14	31
IRF3	Transcription regulator	5.62E-12	28
IFNG	Interferon	2.55E-11	80
IL12 (complex)	Cytokine	1.04E-10	24
STAT1	Transcription regulator	1.32E-10	37
IRF7	Transcription regulator	1.64E-10	23
IFN alpha/beta	Interferon	3.98E-09	20
NFATC2	Transcription regulator	4.77E-09	26
IFNB1	Cytokine	9.37E-09	34
TLR4	Toll-like receptor	3.19E-08	42
DOCK8	other	4.22E-08	21
SASH1	other	7.34E-08	21
TICAM1	Adapter for TLR3	1.05E-07	28
ITK	Kinase	1.52E-07	22
SAMSN1	other	2.20E-07	23
mir-223	MicroRNA	3.67E-07	24
DDX58	Enzyme	1.15E-06	14
IL6	Interleukin 6	1.22E-06	30
SPI1	Transcription regulator	1.31E-06	19
IKBKB	Kinase that activates REL/NF B	3.41E-06	31
NOS2	Nitric oxide synthase; M1 macrophage marker	3.83E-06	30
MYD88	Adapter for TLRs	7.34E-06	32
TLR3	Transmembrane receptor	8.10E-06	27
BNIP3L	Pro-apoptotic factor	9.69E-06	15
TLR9	Transmembrane receptor	1.33E-05	25
NLRP3	Inflammasome	1.59E-05	15
IRF5	Transcription regulator	2.22E-05	12
PPARG	Ligand-dependent nuclear receptor	5.21E-05	40
IL18	Cytokine	6.86E-05	11
FADD	Transmembrane receptor adapter protein	7.33E-05	15
CD44	Enzyme	7.53E-05	22
CDKN2A	Transcription regulator	8.10E-05	20
**B. Inhibited upstream regulators (mouse gene targets)**			
CSF2/GM-CSF	Cytokine	3.82E-15	45
TRIM24	Transcription regulator	8.10E-13	32
PTGER2	G-protein coupled receptor	1.65E-09	26
DNASE2	Enzyme	4.26E-08	14
ACKR2	G-protein coupled receptor	4.87E-08	15
SOCS1	other	1.26E-07	20
mir-21	MicroRNA	1.67E-06	25
TGFB1	Growth factor	9.61E-06	19
MYC	Transcription regulator	1.46E-05	24

Upstream regulators were identified by IPA analysis of the set of mouse genes up-regulated or down-regulated by metronomic CPA in common in U251 tumors after three metronomic CPA treatments (day 18) and in 9L tumors after four metronomic CPA treatments (day 24), as described in Methods. Shown are the upstream regulators whose activation state is reliably predicated to be activated (A) or inhibited (B) by CPA treatment, with other details as described in Table 3. More complete information, including Z-scores, lists of target genes for each regulator, associated mechanistic networks, and other upstream regulators are shown in Additional file 1: Table S7.

**Figure 4:**
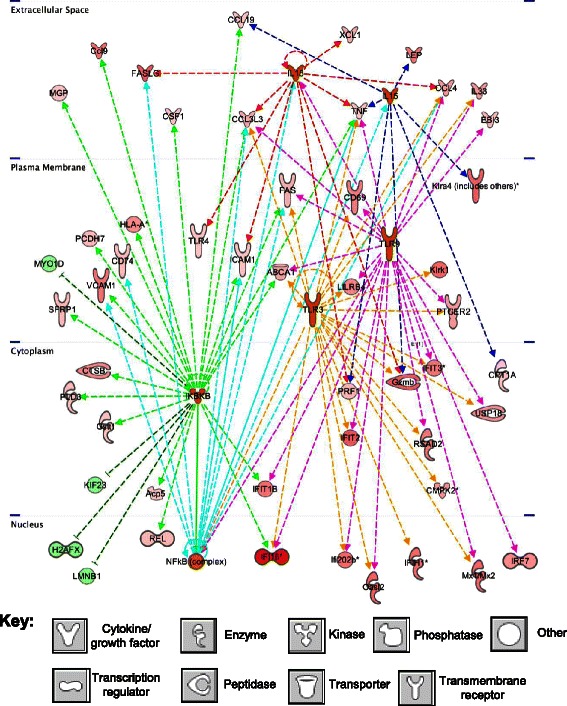
Downstream target network for the predicted upstream regulators of the mouse genes IL15 (dashed dark blue lines), IL18 (dashed red lines), TLR3 (dashed gold lines), TLR9 (dashed magenta lines), IKBKB (dashed green lines), and NFKB (dashed teal lines), showing multi-layer cell signaling and cross-talk between regulators, as well as downstream signaling and up- or down-regulation of genes identified on the mouse array as being responsive to metronomic CPA treatment. Genes and upstream regulators shown are only those that are common across tumor models at both late time points (U251 tumors on day 18 and 9L tumors on day 24). This network identifies potential signaling in tumor cell death-induced pathways, such as interferon, cytokine, tumor necrosis factor, TLR, and NFkB signaling. Deeper shades of red and green denote human tumor genes that are up-regulated (red) or down-regulated (green) by metronomic CPA to a greater extent as compared to lighter shades, as indicated by microarray analysis. Key at the bottom: shapes used to indicate the molecular class of each factor, as defined in Figure 3.

**Figure 5:**
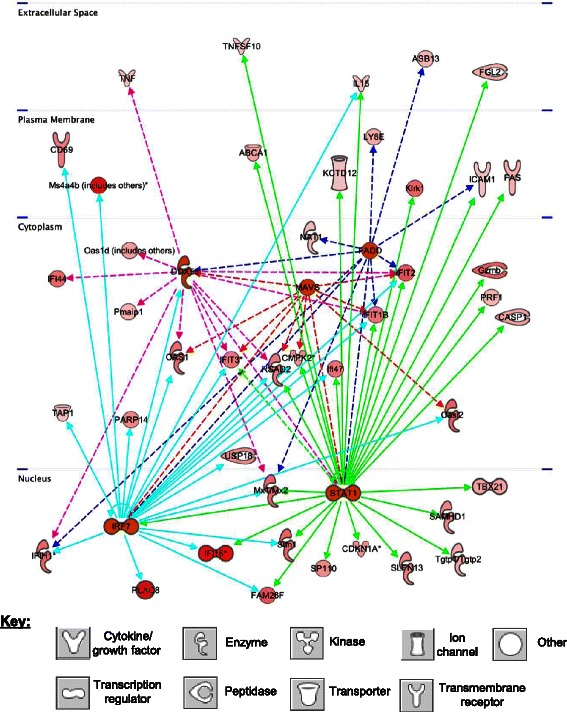
Downstream target network for the predicted mouse (host) upstream regulators DDX58 (magenta), FADD (dark blue), MAVS (red), STAT1 (green), and IRF7 (teal blue), showing multi-layer cell signaling and cross-talk amongst regulators, as well as downstream signaling and up- or down-regulation of genes identified on the mouse array following metronomic CPA treatment. Genes and upstream regulators show only those that are common to both late time points (day 18 and day 24) across the U251 and 9L models. This network identifies potential signaling in tumor cell death-induced immunogenic pathways, such as interferon, cytokine, tumor necrosis factor, and cytolysis (i.e., killer cell lectin, granzyme and perforin) signaling. Deeper shades of red and green denote human tumor genes that are up-regulated (red) or down-regulated (green) by metronomic CPA to a greater extent as compared to lighter shades, as indicated by microarray analysis. Key at the bottom: shapes used to indicate the molecular class of each factor.

## Discussion

Chemotherapy given as a single dose can stimulate anti-tumor immune responses, but this finding has not translated well to the cancer clinic, where many conventional chemotherapy regimens are toxic to T cells, NK cells and dendritic cells, leading to immunosuppression [67,68]. Recent studies from this laboratory have shown that administration of CPA on a metronomic, 6-day repeating schedule activates a potent anti-tumor response in several implanted glioma models leading to major regression of large tumors that is dependent on innate [12-15] as well as adaptive [12,16] immune cells. This strong therapeutic response may involve immunogenic cell death, which can be activated by CPA and several other cytotoxic anti-cancer drugs [69,70]. Here, we conducted genome-wide transcriptional profiling of implanted U251 human glioblastoma and 9L rat gliosarcoma to further characterize this response and to obtain novel insights that help elucidate the mechanisms by which metronomic CPA activates innate anti-tumor immunity.

Several of the mouse (host) gene clusters that were either activated or repressed in the tumor compartment by metronomic CPA treatment (Table 4) are similar to those found in bone marrow and spleen of tumor-bearing mice when a single CPA injection was combined with adoptive cell transfer of lymphomonocytes from tumor-vaccinated syngeneic mice [71]. Maximal anti-tumor activity against metastatic Friend leukemia 3CL-8 cells was seen when lymphomonocytes derived from spleens of the tumor-immunized mice where transferred within 24 hr after a single CPA injection, with efficacy being lost when cells were transferred after 48 hr. The authors reported a “cytokine storm” in bone marrow, and to a lesser extent in spleen and in peripheral blood mononuclear cells of the CPA-treated mice, which may contribute to the observed anti-tumor response. In the present study, we characterize the potent immune stimulatory actions of CPA in the tumor compartment of two glioma models, where intermittent administration of CPA on a 6 day repeating metronomic schedule is sufficient to activate and mobilize the host immune system, resulting in potent anti-tumor activity and major tumor regression without the need for combination with adoptive immunotherapy or immunomodulatory agents.

The present study validates our previous findings that metronomic CPA recruits and/or induces many innate immune cell factors, as seen both at the level of RNA and protein in the CPA-treated tumors [12-16]. These include the death receptor Fas, which stimulates macrophage activation [72,73] and acts as an important mediator of interactions between NK cells and cells marked for destruction [74]. Macrophage marker CD68, platelet marker PF4, dendritic cell markers CD74, implicated in DC migration [75], and CD209 (DC-SIGN), important for antigen presentation, were also increased, as were NK cell markers NKp46 (*Ncr1*) and NK1.1 (*Klrb1*), NK activating receptor NKG2D (*Klrk1*), NK effector granzymes A and B, and perforin, which are essential for cytotoxic lymphocyte-mediated cell death [76]. Cytokine and chemokine immune attractants CXCL14, IL12β and CXCL12/SDF1α were also increased by metronomic CPA treatment, implicating chemokine and cytokine gradients in stimulating leukocyte and lymphocyte migration [17,18]. These targets were all validated by host (mouse) microarray analysis and shown to be up-regulated by metronomic CPA in both U251 and 9L gliomas.

The present study also identified many additional genes and pathways that can contribute to the strong immune response activated by metronomic CPA treatment. Factors involved in immune-mediated cytolysis were identified, including the macrophage cytolytic effectors lysozymes 1 and 2 (*Lyz1* and *Lyz2*) [77], corroborated in a recent study from our group [14], as well as several other NK cell effector granzymes [74] not investigated in our earlier studies of metronomic CPA treated-gliomas. Many additional macrophage-related genes were increased in the metronomic CPA-treated tumors (Figure 3A), supporting macrophage involvement in metronomic CPA-induced tumor regression. These include *Col8A1* and *Col8A2*, collagen factors important for macrophage adhesion, and macrophage-associated phospholipases (*Pla2g2d*, *Pnpla2*), which are inducible by inflammation-induced interferon-secretion [78]. Other factors induced in the treated gliomas include scavenger receptor *Colec12,* which is important in host defense responses, matrix metalloproteinase-2 (*Mmp2*) and heparanase (*Hpse*), important for extracellular matrix remodeling and macrophage infiltration [79], *Ptpn22,* a phosphatase important for macrophage responsiveness, and *Gas6*, which regulates macrophage phagocytosis (Figure 3A). Other NK cell markers increased in the metronomic CPA-treated tumors include *Ly6a*, *Sema4d* (Cd100), *Klrg1*, an inhibitory NK cell receptor associated with memory NK cells [80], *Stab2,* which is important for lymphocyte homing and cell adhesion [81], the NK adhesion ligand *Cd96* [82], and regulators of NK cytotoxicity, such as *Sh2d1a* and *Klra5* [83,84] (Figure 3B and Figure 3C). Innate immune cell-associated genes *Tmsb10* and *Tmsb4x*, which are important for cell migration and adhesion, were strongly induced (Figure 3B, left and right). Coagulation factor 3 (*F3*), which may contribute to an immune-mediated inflammation response [85], was also significantly up-regulated in the metronomic CPA-treated tumors. Further, C3 and other complement components were significantly increased by metronomic CPA treatment in both tumor models (Additional file 2: Figure S7) and likely contribute to the observed innate immune activation and clearance of dying tumor cells [86]. Another induced complement factor, *C1q*, is synthesized by monocyte-derived macrophages and dendritic cells and is important for opsonization and forming membrane lytic complexes [87], and perhaps is employed to clear CPA-damaged tumor cells. Finally, many factors related to immune-mediated proteolysis and cell death, such as C1-esterase inhibitor (*Serping1*), lymphotoxin A (TNFβ, *Lta*), and lymphocyte cytosolic protein 2 (*Lcp2*), were identified as late responding mouse genes in the U251 and 9L models, while several cathepsins (*Cts genes*) were increased both at early and at late time points in both tumor models.

Upstream regulator analysis identified several type I and type II interferon signaling network members as being activated and most significantly associated with gene responses to metronomic CPA treatment (Tables 3 and 5). Many gene expression changes in the tumor compartment were thus linked to interferon signaling pathways (Figure 2, Additional file 2: Figure S6A and S6B) [88]. Examples include interferon--activated genes (*Oas*, *Oas1*, *Gpnmb*), genes associated with interferon-induced immune-mediated apoptosis of target cells (*Olr1*, *Pml*, *Fas*, *Fasl)* [89], and many interleukins, chemokines and cytokines involved in inflammation-based immune activation, proliferation, and mobilization, including colony stimulating factor 1 (*Csf1*), Ccl family members, Xcl1, interleukins 15 and 18 (*IL15, IL18*), and interferon-1, whose secretion can potentiate IL15 expression (Additional file 2: Figure S6B). Interferons exert many immune regulatory functions and can enhance the anti-tumor activity of CPA [90]. Upstream regulators of the tumor-associated mouse genes significantly altered by metronomic CPA treatment include DDX58, as well as FADD and MAVS. DDX58 is a pattern recognition receptor [91] that signals through FADD and MAVS (Figure 5) and may contribute to the observed anti-tumor immune responses. FADD is important for innate immune-based host defense [92] and signals through MAVS (Figure 5), which induces innate immunity by activating transcription factors IRF3 and IRF7, both of which increase type I interferon production [93]. Mouse cell-expressed TLR3 and TLR9, strongly induced by metronomic CPA, were identified by upstream regulator analysis as being involved in interferon response pathway activation (Figure 4).

Many other activated upstream regulators identified here (Tables 3 and 5) are also associated with anti-tumor immune responses. Examples include IL27, which promotes anti-tumor immunity [40], and growth hormone, which increases NK cell cytotoxicity to glioma cells [41]. Further, many of the inhibited upstream regulators identified (Tables 3 and 5) have strong pro-tumor activities (e.g., TGFB1, which increases glioma malignancy [49]), consistent with the overall strong anti-tumor responses that we have seen in the metronomic CPA-treated gliomas. However, not all of the gene expression changes induced by metronomic CPA are associated with beneficial responses. 

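On day 12, EREG rose at least 1.70-fold, as no untreated pool was well above background (adjusted p = 0.00365). On day 18, when 1 of 2 untreated pools was, its log2 ratio was 3.09 ± 0.10 (adjusted p = 0.00151), against 0.57 with normexp and loess and 0.56 with median centring. IDO1 had log2 ratios of 2.25 ± 0.16 on day 12 and 2.73 ± 0.14 on day 18 (adjusted p = 0.00365 and 0.00151). The values with normexp and loess were 1.66 and 1.27, and with median centring 1.62 and 1.32, larger on day 12 and not called (adjusted p between 0.0527 and 0.229).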

Select examples of undesirable tumor cells gene responses, shown in Table 1B, include the induction of CEACAM1, an interferon-inducible immune-inhibitory adhesion molecule [94], EREG, which induces glioma cell growth [95], and IDO1, an interferon-inducible immunosuppressive factor that is particularly active in glioma [96]. Undesirable responses involving upstream regulators of mouse genes were also observed, including activation of SAMSN1, which is associated with poor prognosis for survival in glioblastoma [62]. Further study is required to determine whether these are feedback inhibitory (compensatory) responses, and how they may impact the overall anti-tumor response to metronomic CPA treatment.

Recruitment of the innate immune system to metronomic CPA treated gliomas [12-14] is likely stimulated by tumor cell damage or stress response, with a critical level of DNA damage or cellular stress threshold being required to initiate a robust anti-tumor immune response, as suggested by the steep dose–response curve for metronomic CPA activation of an innate immune response in 9L gliomas [13]. Some of these effects are drug and tumor model dependent: 9L tumors do not begin to regress until the third cycle of every 6-day metronomic CPA treatment [11,97], U251 tumors begin to regress immediately after the first CPA injection [12], and GL261 tumors regress around the time of the second treatment cycle [12,15,16]. Since the regression of these gliomas is at least in part dependent on innate immunity, these findings suggest that anti-tumor immunity is triggered by a different drug-dependent kinetic of induced damage or stress in each tumor model. Several candidate pathways can be considered, including DNA damage, heat shock, cellular senescence, wounding and stress responses [98]. 

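In the human arrays, BMP4 had a log2 ratio of 1.36 ± 0.33 on day 12 and 1.64 ± 5.52e-04 on day 18. CD38 had 1.13 ± 0.03 and 1.77 ± 0.34, with 1 of 2 untreated pools well above background on day 18. IGFBP7 had 0.73 ± 0.21 and 0.90 ± 0.00340, and KLF4 0.91 ± 0.09 and 1.14 ± 0.07. IGFBP7 was not called on day 18 without day 18 replicate 1 (adjusted p = 0.0510). All were called higher at both time points, with adjusted p between 0.00778 and 0.0248 on day 12 and between 0.00222 and 0.00728 on day 18.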

Specific examples include genes associated with oxidative stress (H2-M3, KLKR1, and TLR4; Additional file 1: Table S5A), retinoic acid (BMP4, CD38, MICB, IGFBP7, and KLF4; Additional file 1: Table S2A), and DNA damage response (p53 inducible protein *Trp53inp1*, *Mgmt*, *Casp1*, and *Casp10*; Additional file 1: Table S5A), all of which were induced by metronomic CPA treatment.

Metronomic CPA induced more than 30 genes important for induction of apoptosis, as seen in both human U251 tumor cells (human array), as well as in host cells of mice bearing U251 or 9L gliomas (mouse array) (Additional file 1: Tables S2A and S5A), consistent with our earlier finding that CPA kills 9L glioma cells by activating caspase 9-dependent apoptosis [99]. However, apoptosis-independent mechanisms of CPA-induced tumor cell death have been described, and may contribute to tumor regression [100]. Apoptosis-independent (necrotic) pathways that link macrophage-associated immunity to CPA-damaged tumors have been identified [100], and CPA-induced secretion of HMGB1 protein, a hallmark of immunogenic cell death [101] that may be a critical step in the activation of an anti-tumor immune response, independent of an intracellular apoptotic cascade [69,102], has been reported [90,100]. Of note, the NK cell-associated receptor for HMGB1, *Rage*, was induced in the metronomic CPA-treated tumors (Figure 3B and Figure 3C). Metronomic CPA treatment also induced a core set of death-related genes that may be important for innate and/or adaptive immune activation by damaged tumor cells, including *Sp110*, *Mx1*, *Mx2*, *Ebi3*, *Eomes*, *Tnfsf4*, *Gdf15*, *Ddx58*, and *Dhx58* (Figure 1A-C, Additional file 1: Tables S1 and S4 and Additional file 2: Figure S8B).

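On the human arrays, 8 of these 9 genes were called higher on day 12 and all 9 on day 18, and each was higher on all 4 arrays. MX1 had log2 ratios of 1.77 ± 0.40 and 2.00 ± 0.32, MX2 1.75 ± 0.37 and 2.06 ± 0.21, GDF15 1.50 ± 0.34 and 1.66 ± 0.06, SP110 1.12 ± 0.10 and 1.41 ± 0.02, and DHX58 1.02 ± 0.15 and 1.09 ± 0.02. EBI3 was not called on day 12 (0.34 ± 0.16, adjusted p = 0.194) and was called on day 18 (0.83 ± 0.29, adjusted p = 0.0140), though not without day 18 replicate 1 (adjusted p = 0.279). EOMES, with no untreated pool well above background, rose at least 1.20-fold and 1.14-fold (adjusted p = 0.0341 and 0.0124). RIGI, listed as DDX58, was called by its brightest probe (1.49 ± 0.06 and 2.16 ± 0.11) and not by its other probe (0.10 and 0.24).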

PPARγ expression was increased almost 5-fold in metronomic CPA-treated U251 tumor cells, and this could contribute to the responsiveness of these brain tumors to metronomic CPA. 

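PPARG was measured by 2 tested probes. No untreated pool was well above background for the brighter probe, nor was 1 of the 2 CPA-treated pools of day 12, and it rose at least 1.12-fold on day 12 and 1.07-fold on day 18 (adjusted p = 0.00546 and 0.00218). The other probe was called on both days as well (adjusted p = 0.0203 and 0.00353). After normexp and median centring, the day 18 log2 ratio of the brighter probe was -0.01 (adjusted p = 0.9999).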

PPARγ is linked to many apoptosis and interferon-related genes. In particular, IPA pathway analysis associated PPARγ with *CIDEC*, a known apoptosis inducer, and with *STAT1*, which is important for interferon and killer cell immune stimulation (Additional file 2: Figure S4C), as well as interleukin-4 and cathepsin C (Additional file 2: Figure S3). 

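IL4 had log2 ratios of 0.69 ± 0.12 on day 12 and 0.75 ± 0.09 on day 18 (adjusted p = 0.0243 and 0.0104). Without either day 18 array, IL4 was not called on day 18 (adjusted p = 0.200 and 0.0803). CIDEC was called on day 18 (0.64 ± 0.05, adjusted p = 0.0279) and not on day 12 (0.59 ± 0.30, adjusted p = 0.0541), where the replicate block called it (adjusted p = 0.00424). Without either day 18 array it was not called on day 18 (adjusted p = 0.215 and 0.273). The brightest probe of CTSC, the gene of cathepsin C, was not called, at 0.39 ± 0.14 and 0.57 ± 0.15 (adjusted p = 0.110 and 0.0276), and its fold change on day 18 stayed under the threshold. Another probe was called on both days (1.06 and 1.30, adjusted p = 0.00936 and 0.00278) and the third on day 18 (1.26, adjusted p = 0.00876).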

PEDF, which is strongly induced in metronomic CPA-treated 9L and U251 tumors [12], induces p53-mediated apoptosis through PPAR in HUVEC cells [103]. PPAR agonists increase the anti-angiogenic activity of metronomic chemotherapy by up-regulating endothelial cell expression of CD36, a receptor that binds thrombospondin-1 and initiates the extrinsic pathway of apoptosis [104]. Furthermore, combination of low-dose trofosfamide (a CPA derivative) with the PPAR antagonist pioglitazone and a COX-2 inhibitor resulted in tumor regression or tumor growth stasis and general improvements in patient outcome [104].

Many NK cell receptor ligands are up-regulated on the surface of cancer cells in response to cellular stresses, damage or other stimuli [98], which stimulate anti-tumor immunity when detected by NK cell surface receptors, such as NKG2D and NKp46 [98,105]. In accordance with our earlier qPCR data [12], the human DNA damage response NKG2D activating ligand *MICB* was significantly increased in U251 tumors at both early (day 12) and late (day 18) time points (Figure 1C). 

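ULBP2 changed by 0.17 on the log2 scale between day 12 and day 18. That difference was not called by limma without the replicate block (adjusted p = 0.851) or with it (adjusted p = 0.694). For MICB the difference was 0.09 (adjusted p = 0.934 and 0.870).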

A second human DNA damage response NKG2D ligand, *ULBP2,* was induced in the metronomic CPA-treated U251 tumors, but only at day 18, suggesting that MICB, and not ULBP2, contributes to the early onset of U251 tumor regression following metronomic CPA treatment. Mouse (host) microarray analysis showed a significant increase in the NK cell damage response receptor *CXCR3*, which binds tumor-cell specific membrane-bound activation ligands *CXCL9*, *CXCL10*, and *CXCL11* [106], all of which were also increased on the human array. 

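On the human arrays, both toll-like receptor genes that the paper names, TLR3 and TLR4, were called higher at both time points, TLR4 by its brightest probe. The differences between the days for TLR3 (0.67) and TLR4 (0.55) were not called with the replicate block (adjusted p = 0.0513 and 0.115). Human IRAK3 was not tested because its probe was not well above background, and no probe was named as human TICAM2.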

Other immune-activating receptors increased by metronomic CPA treatment include pattern recognition receptors important for distinguishing self from non-self antigens, including toll-like receptors (human tumor cell-expressed TLR3 and TLR4, and mouse cell-expressed Tlrs 1, 4, 7, 8, and 13), MHC class I and class II receptors, as well as TLR-adaptor molecules, such as IRAK3 and TICAM2 (Additional file 2: Figure S8A). TLRs signal to the innate immune system to induce the death of inflamed and damaged cells [107]. Glia, neurons, and neural progenitor cells all express TLR2 and TLR4, and may contribute to the striking responsiveness of several glioma models to metronomic CPA-induced anti-tumor immunity seen in our studies. MHC class I receptors are normally expressed on all nucleated cells, however, they are most abundant on cytotoxic T and NK lymphocytes. MHC class II complexes are present on many immune cells, in particular antigen-presenting cells, such as innate immune macrophage and dendritic cells and adaptive immune B cells [108]. IPA network analysis showed a close association between interferons and MHC class I molecules, β-2-microglobulin and the antigen-processing molecule TAP (Additional file 2: Figure S8B). MHC and T-cell receptor complexes are also important for lymphocyte-mediated cytolysis via the granzyme-perforin pathway (Additional file 2: Figures S8B and S8C) [74]. While it is unclear from our array analyses which cells specifically express these receptor complexes, these complexes should be considered as possible mediators of metronomic CPA-induced anti-tumor immunity and tumor regression.

## Conclusions

The mechanisms that govern the potent therapeutic responses to the intermittent metronomic CPA used here are only partially understood, but most likely involve immunogenic cell death [69,70,109], which can stimulate dendritic cell and CD8-T cell-based immune responses leading to long-term immunity [16]. Tumors intrinsically sensitive to CPA cytotoxicity but unresponsive to metronomic CPA activation of anti-tumor immunity [27] likely undergo non-immunogenic apoptosis. While CPA and other drugs that activate immunogenic cell death are increasingly being studied in combination with immunotherapies [10,110,111], there is a pressing need for rational, mechanistic approaches to determine optimal combinations, doses and schedules. The present identification of gene signatures of metronomic CPA responses and their upstream regulators will help elucidate underlying mechanisms and facilitate the development of clinically useful biomarkers of tumor responsiveness; such markers will ultimately be required for translation to the clinic to identify clinically effective metronomic regimens and responsive patients. The gene signatures of responsiveness include many genes known to be associated with innate immune cell recruitment and activation, as well as many novel factors whose role in the actions of metronomic CPA are poorly understood. Finally, our finding that metronomic CPA also induces the expression of factors that counter the tumor regression response, including several immunosuppressive factors, raises the possibility that such factors may contribute to tumor escape from CPA-induced, immune-based regression seen in some cases [13,15], highlighting the need to identify the mechanisms involved and then develop effective mechanisms to circumvent them.

## Additional files

Additional file 1: **Comprised of one Excel workbook containing 8 Excel sheets, named Table S1 to Table S8, and provided in .xlsx format: Table S1.** Detailed presentation of human microarray data for U251 tumors on metronomic CPA treatment days 12 and 18. **Table S2**. Annotation clusters for human U251 tumor genes up-regulated (Table S2A) or down-regulated (Table S2B) on CPA treatment days 12 and 18; relates to Table 2. **Table S3**. Upstream regulators of human U251 genes; relates to Table 3. **Table S4**. Detailed presentation of mouse microarray data for metronomic CPA-treated U251 and 9L tumors. **Table S5**. Annotation clusters of mouse genes up-regulated (Table S5A) or down-regulated (Table S5B) in U251 and 9L tumors; relates to Table 4. **Table S6**. Upstream regulators of differentially expressed mouse genes in metronomic CPA-treated U251 tumors that respond to metronomic CPA early. **Table S7**. Upstream regulators of differentially expressed mouse genes in metronomic CPA-treated U251 and 9L tumors at late time points; relates to Table 5.
Additional file 2: **Comprised of one pdf file containing Figures S1 to S8: Figure S1.** Top network showing connections between metronomic CPA-induced expression of TNF and cell death-related genes, based on U251 tumor human genes increased by metronomic CPA (day 12). **Figure S2**. Upstream regulator mechanistic and downstream target pathway networks from upstream analysis, based on U251/human array, involving: A) Human IFNG and downstream STAT and NFkB signaling. B) Human IL27, an IPA-predicted upstream regulator. C) Mechanistic network for IL27 and interferon and NFkB signaling. **Figure S3**. PPARG gene network. **Figure S4**. Mouse gene upstream regulator analysis, based on U251 tumors (CPA treatment day 12). Downstream target networks for upstream regulators of responsive mouse genes: (A) IL12 complex, (B) mir-223, and (C) STAT1. **Figure S5**. Upstream regulator analysis of late-responding mouse genes, based on CPA-treatment of U251 tumors (day 18) and 9L tumors (day 24). **Figure S6**. Tumor cell activation of host innate immune system responses: A) Interferon secretion and downstream response gene pathways activated in damaged human U251 tumor cells. B) Innate immune stimulatory interleukin-15 production linked to interferon pathway activation and secretion. **Figure S7**. Canonical pathway related to host innate immune system responses to metronomic CPA-damaged tumor cells via complement component activation. **Figure S8**. Top networks involving A) tumor necrosis factor and DNA damage response genes, potentially leading to TLR or cytokine-based immune stimulation. B) *M*ajor histocompatibility complex and interferon pathway genes important for cell-to-cell signaling, immune activation, and targeted immune-mediated cell death. C) Perforin-granzyme cytolytic pathway, also related to T cell receptor (TCR) and MHC cell targeting.

## Abbreviations

BW: Body weight
CPA: Cyclophosphamide
DNA: Deoxyribonucleic acid
DC: Dendritic cell
IPA: Ingenuity pathway analysis
MAP: Mitogen-activated protein
NK: Natural killer
MDSC: Myeloid-derived suppressor cell
PPAR: Peroxisome proliferator-activated receptor
TLR: Toll-like receptor

How the deposited data were processed for this re-analysis (not part of the article)

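RNA from pools of U251 xenograft tumors was hybridized to 4 human Agilent 2-color arrays, 2 for day 12 and 2 for day 18 of metronomic CPA. Each array set a CPA-treated pool against an untreated pool. The authors extracted the arrays with Agilent's Feature Extraction software, with an older version for day 18 than for day 12, per the file headers. The intensity values in the files are, per the file headers and column names, median pixel intensities of each spot and its local background without correction, and processed intensities that the software had corrected for background and normalized between the dyes. The log10 ratio values are red over green ratios that the software made from the processed intensities by linear and LOWESS normalization, per the file headers, each with an error on the same log10 scale. The linear ratio values of the series table are, per the methods of the authors, error-weighted averages of both arrays of a time point from Rosetta Resolver.

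The log10 ratios were turned to log2 ratios of CPA-treated over untreated pools. Spots that the software marked as outliers were dropped, and probes with several spots were averaged. An error-weighted mean of both arrays lay within 0.02 (log2) of the authors' ratio for 99.4% of probes on day 12 and 99.5% on day 18. Probes were named through their accessions and the reference table of symbols. The accession differed between the day 12 and day 18 files for 5342 probes, and 25821 probes were named. Of the tested probes, 4584 had no name and enter the adjustment of p-values but no count of genes. No spot was saturated. The median local background was between 27.0 and 35.0 intensity units on day 12 and between 240 and 279.5 on day 18.

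R 4.3.3 and limma 3.58.1 were used. The model had a coefficient for each time point, with the spread pooled over the 4 arrays (2 residual degrees of freedom and 3.95 prior degrees of freedom), and the median standard error of a mean log2 ratio was 0.137. The number of arrays limits the precision. The replicate number stands for the shared untreated pool and for the dye orientation, and the replicate differences of day 12 and day 18 had a correlation of 0.46 across genes, so a fit with the replicate block as a term was also made. Genes named in the text are those that the paper names as measured on the human arrays, the 5 genes with the largest mean change in each direction among those called on both days with the same sign on all 4 arrays, and the 3 genes with the largest difference between the days in each direction. Any other gene named was chosen after its values were seen. The model and the tests were checked on simulated data.

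Lists of genes were tested with camera at a preset inter-gene correlation of 0.01. The interferon-stimulated, hypoxia, NF-kB, TGF-beta, p53 target, proliferation, ATF4 stress, leukocyte, fibroblast, adipocyte, endothelial and erythroid lists, among 13 lists in all, were written by hand before the data were examined, as were the choice of tests, the rule for named genes and all alternatives but the one named as added. Their p-values were adjusted together over 26 values. Some results are not reported here. The histone and collagen lists, taken by symbol, and the muscle and skin lists were added later, and their p-values were adjusted together with all the others. Each list mean was also set against 10000 random lists matched on brightness in 20 bins.

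The alternatives were normexp background correction (offset 50) with loess or with median centring, the replicate block, each time point fitted on its own arrays, no filter on dim probes, a filter for probes well above background in both channels of all arrays, each array left out in turn, an error-weighted mean of both arrays with the software's errors, an unadjusted p under 1e-4, the brightest probe of each gene, the other probes of a gene, the authors' ratios of the series table, fry, and camera with an estimated correlation. Normexp was run on median spot intensities, as the files hold no mean intensities. Left out were the mouse arrays and the comparisons with other tumors, which are not analysed here, the DAVID and Ingenuity analyses, whose annotations are not in the files analysed here, the p-values of Rosetta Resolver, which cannot be recomputed from these files, and Table S1, of which only the first part is held and which was not used in a test.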

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

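The tests of shared pools, dye bias, ATF4 stress genes, histones, muscle, skin and compressed ratios on day 12 were chosen only after the result was seen. No array was tested as a deviating one, as each time point had 2 arrays.

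The ratios differed between the days for 1009 genes with the replicate block. Without it, limma called 0 genes in the fit of all tested probes and arrays (unadjusted p under 0.05 for 1206 genes). With only the probes well above background everywhere, ratios differed between the days for 161 genes. The 17 genes called in opposite directions drew attention for the same reason. They are BRD3, DDX6, DLGAP4, FANCD2, GLI2, GNL3L, GREB1, HP1BP3, MED18, NFIC, REG1CP, RNA18SN5, RNA28SN5, SH3KBP1, SMCHD1, TCF7L2 and UBAP2L, named after their values were seen, and all were called for the difference with the replicate block. RNA18SN5 and RNA28SN5 are ribosomal RNA genes. The CPA-treated channel carried more of the difference than the untreated channel for 91.2% of 627 genes. This excludes no technical difference between the slides, as an effect alike on both channels cancels in a ratio and effects on a single channel were not tested. Changes of single probes, through RNA quality or amplification, may account for much of the pattern. Where the gene had other tested probes (513 genes), these showed a median of 6.51% of the called probe's difference, against 60.9% of the change for genes called on both days. The share was 3.42% for genes lower on day 18 and 23.7% for genes higher on day 18. Day, slide and software version coincide, so an effect of the longer treatment stays open and untested for these genes.

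Among the lists reported here, some differed between the days (camera, day 18 minus day 12, adjusted p in parentheses). The interferon-stimulated list differed by 0.35 (3.71e-09), the leukocyte list by 0.33 (2.96e-04), the hypoxia list by 0.21 (0.00162), the NF-kB list by 0.29 (0.0175), the endothelial list by 0.25 (0.0160), the erythroid list by 0.54 (0.0451) and the histone list by 0.0806 (0.0451). With the replicate block the histone list was no longer called (adjusted p = 0.310) and the others were. With fry none was, at adjusted p = 0.143 for the interferon-stimulated list. Compression of all ratios on the day 12 slide would not by itself give the hypoxia list, which fell less on day 18 than on day 12, by 0.2069. A single list cannot exclude compression, as its genes may also change between the days. The SD of the log2 ratios was 0.474 and 0.527 on the day 12 arrays, and 0.625 and 0.575 on the day 18 arrays, so compression stays open. Slide and day cannot be told apart as the source of a shift of a list, and an effect of the longer treatment stays open and untested.

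RNA of mouse leukocytes bound by human probes was weighed for the rise of the interferon-stimulated list. The condition set for it in advance was met, as the leukocyte list rose as well, by 0.39 on day 12 (adjusted p = 0.00252) and 0.72 on day 18 (adjusted p = 3.80e-06), with 17 and 21 of 23 tested genes higher. Its mean lay inside the range of random lists on both days, and 2 of its genes are named by the paper. The median gain in signal was 26.3 intensity units for the leukocyte list and 4916 for the interferon-stimulated list, but probes of different genes need not bind mouse RNA alike, so these values exclude nothing. The paper's own sequence comparison matched only a minority of the human probes to mouse RNA, which bears on every mouse source weighed here. Which probes of these lists match mouse RNA was not tested. Mouse leukocytes and tumor cells cannot be told apart as the source of either rise, as no test here separates them.

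Among genes the paper does not discuss, MYH4 had a log2 ratio of 4.18 on day 12, with 1 of 2 untreated pools well above background. CSTA rose at least 1.42-fold and STK32B fell at least 1.245-fold. MEGF6 had -2.85, IL1B -2.66 and TCAF2 -2.50, for which, as for STK32B, no explanation was tested. For MYH4, mouse skeletal muscle next to the tumor may be the source, but the values go both ways: 16 of 17 tested genes of the muscle list were higher on day 18, with a mean of 1.12 on day 12 and 1.29 on day 18 (adjusted p = 0.00166 and 0.00408). The array means were 2.03 and 0.20 on day 12, and on the array with the lower mean MYH4 rose by 3.69 while TTN (-0.89), TNNT3 (-0.17) and TNNI2 (-0.14) fell. NEB fell on both days. For CSTA, mouse skin may be the source, and the values go both ways as well: 10 of 12 tested genes of the skin list were higher, with a mean of 1.01 on day 12 and 1.098 on day 18 (adjusted p = 5.18e-05 and 9.21e-04), while KRT5 had a log2 ratio of -1.454 on day 12. With probes well above background everywhere, the mean of the skin list on day 18 was 0.23, so it rests on dim probes. The muscle and skin lists were written after MYH4, CSTA and FLG had been seen.

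The proliferation list had a mean of 0.31 on day 18 (adjusted p = 9.27e-04), above 99.99% of random lists and inside their range. The mean was 0.29 without day 18 replicate 2 and 0.33 without day 18 replicate 1, and the call did not hold in every fit with an array left out. Fewer cycling cells 6 days after an injection had been proposed, and the day 12 mean of 0.378 (adjusted p = 1.21e-05), with 27 of 28 genes higher, goes against it. The p53 target list had a mean of 0.32 on day 12 (adjusted p = 0.0359) and 0.35 on day 18 (adjusted p = 0.0733), above 99.71% of random lists on day 18, inside their range. Without day 12 replicate 1 it was not called on day 12 (adjusted p = 0.0793). On day 18 the replicate block, median centring and fry called it (adjusted p = 0.0280, 0.0132 and 0.02), as did camera without day 18 replicate 1 or 2 (adjusted p = 0.0321 and 0.0486), while normexp and loess called it on neither day (adjusted p = 0.0578 and 0.0829), so the calls go both ways and a p53 response stays open. The ATF4 stress list had means of 0.318 on day 12 and 0.43 on day 18 (adjusted p = 0.00189 and 8.21e-04), above every random list (highest 0.313 and 0.349), which is consistent with an amino acid or endoplasmic reticulum stress response. The margin on day 12 is small and depends on a single array. The day 12 mean was 0.211 without day 12 replicate 2, under the highest random list, and 0.425 without day 12 replicate 1. In addition, fry called the list on day 18 only, and the hypothesis was formed on the same data.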

How the results depend on the processing

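The error-weighted mean without a filter on dim probes and the tests of the histone, collagen, muscle and skin lists were chosen only after the result was seen. The error-weighted mean without the filter gave 904 increased and 656 decreased genes. The counts stayed within 1.5 times their values with the error-weighted mean for all results but the difference between the days, for which it gives no test. The interferon-stimulated and hypoxia lists kept their direction and their calls under all alternatives that were run on lists but an estimated correlation.

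With normexp and loess, 392 genes were higher and 505 lower on day 12, 333 higher and 412 lower on day 18, 228 increased and 231 decreased on both days, 4 opposite and 282 changed on day 18 only. With normexp and median centring, the numbers were 13, 57, 15, 11, 8, 6, 0 and 12, with 56 on day 12 only. The median standard error rose to 0.235 with median centring, and the cause of the fall with loess was not tested. Without a filter on dim probes, the numbers in the same order were 0, 0, 379, 310, 0, 0, 0 and 689, with 0 on day 12 only. The prior degrees of freedom fell to 0.775 there, from 3.95, and 7503 probes passed an unadjusted p under 0.05 on day 12 by limma, while the error-weighted mean without the filter called 1104 genes higher there. At an unadjusted p under 1e-4, they were 172, 96, 339, 181, 145, 59, 0 and 316, with 64 on day 12 only and 10 differing between the days. By construction the threshold is stricter than the adjusted one for the counts of each day, and for the difference between the days, where the adjusted p called no gene by limma, it is looser.

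The genes in opposite directions numbered 38 with the replicate block, 27 with each time point on its own arrays, 6 with the brightest probe and 34 with the authors' ratios. The genes differing between the days numbered 1009 with the replicate block, 161 with probes well above background everywhere and 1445 with the authors' ratios, which carry no test. The cause was not tested. The correlation between the days was 0.68 and 0.59 for arrays that share no pool.

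With an estimated correlation, camera called none of the lists (4 of 34 list values at an unadjusted p under 0.05), with unchanged means of -1.17 and -0.96 for the hypoxia list (adjusted p = 0.115 on both days) and, at adjusted p = 0.291, of 1.11 and 1.46 for the interferon-stimulated list, -0.79 and -0.50 for the NF-kB list and -0.29 and -0.20 for the TGF-beta list. Camera with the preset correlation called 23 and fry 19.

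With each array left out in turn, where the remaining array of that day is assumed to vary like the others, the counts ranged from 0 to 1299 higher and 0 to 999 lower on day 12, and from 1040 to 1692 higher and 696 to 1474 lower on day 18. They ranged from 0 to 856 increased and 0 to 421 decreased on both days, 0 to 29 opposite, 0 to 1100 on day 12 only, 538 to 3166 on day 18 only and 0 to 338 differing. Without a day 12 array, the prior degrees of freedom fell to 2.66. Without a day 18 array they were infinite, and the median standard error of a day 18 ratio rose from 0.137 to 0.321. A call lost on day 18 in these fits can thus come from the wider error and need not mean that the 2 arrays differ. The TGF-beta list ranged from -0.26 to -0.14 on day 18 and was not called without day 18 replicate 1.

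Of 150 values of named genes, 82 kept direction and call with normexp and loess, 28 with median centring, 147 with the replicate block, 48 without a filter, between 83 and 84 without a day 12 array and between 137 and 142 without a day 18 array. Among values called with either setting, directions reversed with median centring for the collagen list on day 18 (-0.17), PPARG on day 18 (-0.00798) and CDH9 on day 18 (-0.0313), and with the other probe of PARP10 on day 18 (-0.0725). Values near 0 that were not called also changed sign under other settings, for the fibroblast list, for the collagen list on day 18 (-0.12 with loess) and for OPCML on day 12. The cause was not tested. The replicate block added the calls of CIDEC and LOC100132077 on day 12 and of FABP1 and the p53 target list on day 18 (p53 adjusted p = 0.0280) and changed no other call of a named gene or of the lists of interferon, hypoxia, NF-kB and TGF-beta genes.

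Signal over background limits what the arrays show. For genes with no untreated pool well above background, only a lower bound of the fold can be given, and genes whose probes were dim in all pools were not tested.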

Differences from the paper's values

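No test in this part was chosen after the result was seen. The paper's number of genes with opposite regulation is 8, and the re-analysis gave 17. Of the alternatives set before the data were examined, only the brightest probe of each gene, with 6, came within 1.5 times the paper's number, and the others did not. The paper's fold change of CXCL10 is almost 10 at both time points. The re-analysis gave 4.35 on day 12, and no alternative came within 1.5 times the paper's value. On day 18 it gave 6.165, and the other probe (9.84) and the fit without day 18 replicate 1 (6.84) came within it, while the others did not. The authors' own deposited ratios of the brightest and the other probe were 4.344 and 5.321 on day 12. On day 18 they were 6.12 and 9.806. These lie close to the re-analysis, so the processing used here is not the source of the gap on day 12.

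The paper names IL12 and IL15 among activators induced with CXCL9, and EBI3 among the induced genes. On day 12, IL12A (0.38, adjusted p = 0.164), IL15 (0.35, adjusted p = 0.107) and EBI3 (0.34, adjusted p = 0.194) were not called, and all were on day 18. IRAK3, which the paper names among increased adaptors, was not tested, and TICAM2 had no named probe, so nothing was computed for them.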

Other observations

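The tests of shared pools, dye bias and the average of random lists for the TGF-beta list were chosen only after the result was seen, and those of fibroblasts, fat cells, general fall and the range of random lists were not. The correlation between the days may owe part of its size to the shared untreated pools. It is not all of it: arrays without a shared pool had a correlation of at least 0.5896, where simulated arrays of unchanged genes without a shared pool reached at most 0.10. A dye bias of the probes was argued against as the source of the common direction, since 52.02% of all genes tested had the same sign on the 4 arrays, in both dye orientations, where simulated unchanged genes with shared untreated pools gave at most 22.7%. Among the genes called on both days all did, which the calling rule fixes.

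A general fall of bright tumor genes was argued against for the hypoxia list, whose means lay far below the lowest random list matched on brightness (-0.2937 on day 12). It was argued against for the TGF-beta list as well, as random lists of its brightness averaged -0.00836 on day 12 and 0.0121 on day 18. The list lay inside their range, with 0.0500% of them lower on day 12 and 1.26% on day 18. For LUM, RNA of mouse fibroblasts bound by human probes cannot be told apart from expression by tumor cells, as 7 of 15 genes of the fibroblast list were higher on day 18. Its means were 0.07 and 0.27 and its medians -0.20 and -0.15 (adjusted p = 0.502 and 0.715), and the means turned to -0.22 and -0.04 with normexp and median centring and, on day 12, to -0.11 with loess. For PPARG and CIDEC, RNA of fat cells cannot be told apart either, as FABP4 (-1.22 on day 12) and PLIN1 fell while LPL and CD36 rose. The adipocyte list had means of 0.33 and 0.46 (adjusted p = 0.588 on both days), and 2 of its genes are named by the paper.

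The endothelial list had means of 0.12 on day 12 and 0.37 on day 18 (adjusted p = 0.578 and 0.0467), and the erythroid list -0.39 and 0.15 (adjusted p = 0.0377 and 0.911). The endothelial mean on day 18 was 0.33 without day 18 replicate 2 and 0.41 without day 18 replicate 1. The erythroid mean on day 12 was -0.28 without day 12 replicate 2 and -0.49 without day 12 replicate 1. Both called means lay inside the range of random lists, and neither call held in every fit with an array left out. The genes with the largest differences between the days with the replicate block were OPCML, FABP1 and CDH9, higher on day 18, and LOC100132077, ITPK1-AS1 and POU3F4, lower on day 18. Several were near background: OPCML was not called on day 12, with no untreated pool well above background, CDH9 rose at least 1.03-fold on day 18, and ITPK1-AS1 fell at least 1.15-fold on day 18. LOC100132077 had log2 ratios (± SD, n = 2 arrays) of 0.71 ± 0.88 on day 12 and -2.30 on day 18. FABP1 had -1.57 ± 0.85 on day 12 and 0.91 on day 18, and POU3F4 0.55 and -1.93. No explanation was tested for these values.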
